# Dynamic placement of the linker histone H1 associated with nucleosome arrangement and gene transcription in early *Drosophila* embryonic development

**DOI:** 10.1038/s41419-018-0819-z

**Published:** 2018-07-09

**Authors:** Jian Hu, Liang Gu, Youqiong Ye, Meizhu Zheng, Zhu Xu, Jing Lin, Yanhua Du, Mengxue Tian, Lifang Luo, Beibei Wang, Xiaobai Zhang, Zhiping Weng, Cizhong Jiang

## Abstract

The linker histone H1 is critical to maintenance of higher-order chromatin structures and to gene expression regulation. However, H1 dynamics and its functions in embryonic development remain unresolved. Here, we profiled gene expression, nucleosome positions, and H1 locations in early *Drosophila* embryos. The results show that H1 binding is positively correlated with the stability of beads-on-a-string nucleosome organization likely through stabilizing nucleosome positioning and maintaining nucleosome spacing. Strikingly, nucleosomes with H1 placement deviating to the left or the right relative to the dyad shift to the left or the right, respectively, during early *Drosophila* embryonic development. H1 occupancy on genic nucleosomes is inversely correlated with nucleosome distance to the transcription start sites. This inverse correlation reduces as gene transcription levels decrease. Additionally, H1 occupancy is lower at the 5′ border of genic nucleosomes than that at the 3′ border. This asymmetrical pattern of H1 occupancy on genic nucleosomes diminishes as gene transcription levels decrease. These findings shed new lights into how H1 placement dynamics correlates with nucleosome positioning and gene transcription during early *Drosophila* embryonic development.

## Introduction

Eukaryotic genomic DNA is packaged into chromatin through the formation of nucleosome. The nucleosome is the basic repeating unit of eukaryotic chromatin, consisting of an octamer of histones with two copies of each of histone proteins H2A, H2B, H3, and H4, around which ~146 bp of DNA is wrapped in a left-handed toroid^1^. The linker histone H1 binds to nucleosome to form the chromatosome to further condense the chromatin structure^2^. Previous studies showed that the abundance of linker histones in the nucleus was about equal to that of the nucleosome in higher eukaryotes^3^. This suggests that H1 plays an important structural and functional role in chromatin. For example, the histone H1 is essential for the chromosome architecture and segregation in mitosis^4^. The binding of histone H1 to nucleosomes facilitates nucleosomal stabilization through the formation of linker histone/DNA stem structure^5,6^. Linker histones now appear to also exert functions in regulating fundamental biological processes, including gene expression^7^, stem cell differentiation^8^, and mouse embryonic development^9^. Thus, the precise in vivo roles of linker histones remain elusive.

Linker H1 histones typically comprises three parts: a central globular domain, a short N-terminal region, and a long unstructured C-terminal tail^10^. The N-terminal region is not important for H1 binding to nucleosome^6^, whereas the C-terminal tail is required for H1 binding to chromatin in vivo^11^. However, the globular domain alone is sufficient for chromatosome formation and protects the same linker DNA in the native chromatin against micrococcal nuclease digestion as the full-length linker histone^10,12^. The studies of nucleosome recognition by linker histones have led to many conflicting models for how the globular domain binds to the nucleosome. Previous studies suggested that linker histones bound to the nucleosome on^6,12,13^ or off^14,15^ the dyad. Whether the globular domain interacts with both or only one linker DNA(s) is also unresolved^15^. It was also reported that the globular domain was located inside the DNA gyres and interacted with H2A^16^. Thus, the position of linker histones in the nucleosome particle has remained controversial.

The in vivo positioning of nucleosomes and linker histones is dynamic. The aforementioned binding models of linker histones to nucleosome core particle were mainly inferred from the structural studies using nuclear magnetic resonance (NMR) spectroscopy and cryo-electron microscopy (cryo-EM), which reveal the static contact between linker histones and nucleosomes and often fail to represent the bona fide in vivo context. However, knowledge of the precise placement of linker histones on nucleosomes is essential to understand the structural role in chromatin and regulatory role in cellular functions of linker histones.

However, it is a challenge for histone H1 study because H1 has many variants. For example, chicken have eight distinct variants, *Xenopus laevis* has five, both human and mouse have eleven^17^. This has largely limited progress in molecular, biochemical, and functional study on H1. In contrast, only a single linker histone H1 was detected in somatic cells through *Drosophila* embryonic development upon zygotic genome activation^18–20^. Therefore, *Drosophila* provides an ideal model to study H1.

We here generated genome-wide high-resolution maps of H1 and nucleosome positions in early *Drosophila* embryos at two stages. We applied epigenomics analyses to dissect the placement patterns of H1 on nucleosomes, how H1 binding affects nucleosome positioning, and the role of H1 in regulation of gene expression in vivo. Our study provides new insight into the binding patterns of linker histone H1 to nucleosome core particle, its roles in affecting chromatin structure and regulating cellular functions during early *Drosophila* embryonic develoment, from an epigenomics angle.

## Results

### H1 placement is positively correlated with nucleosome occupancy

In order to explore the pattern of H1 location on nucleosomes and the impact of its placement on nucleosome positioning, we generated genome-wide maps of H1 and nucleosome positions with mononucleosomal resolution in *Drosophila* embryos at 3–4 h after egg laying (AEL). 

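Nucleosome positions were mapped by MNase-seq, in which micrococcal nuclease digests linker DNA and the protected mononucleosomal DNA is sequenced. There were 2 replicate maps at 3–4 h AEL and 2 at 14–15 h AEL. The authors aligned the reads to the dm3 assembly of the Drosophila genome, kept uniquely mapped reads, moved each read 73 bp toward the dyad and called nucleosomes with GeneTrack. Each map gives the position of every called nucleosome, 147 bp long, the number of reads that define it and its fuzziness. The number of reads is a raw count, and fuzziness is the standard deviation in bp of the coordinates of those reads. At 3–4 h, 36516483 reads defined 449127 nucleosomes in replicate 1, and 32050428 reads defined 496992 nucleosomes in replicate 2. At 14–15 h, 45441943 reads defined 483322 nucleosomes in replicate 1, and 36571504 reads defined 519579 nucleosomes in replicate 2. A nucleosome was defined by a median of 81 and 62 reads in 3–4 h replicates 1 and 2, and of 69 and 70 reads in 14–15 h replicates 1 and 2. This depth placed the mean read position of a nucleosome with a median standard error of 3.98, 4.60, 4.05 and 4.49 bp in the same order of maps. Nucleosome occupancy was computed as RPNM, here with the reads in called nucleosomes of a map as its total, because the number of mapped reads is not in the files analysed here. The paper gives a single nucleosome number and does not mention replicates. 3–4 h replicate 2 holds exactly that number of nucleosomes and was taken as the paper's 3–4 h map. With lost nucleosomes taken at distances above 127 bp, as in the methods, 39176 nucleosomes were lost from 3–4 h replicate 2 to 14–15 h replicate 1, the closest of the 4 pairs to the n of lost nucleosomes in Fig. 3a. The other 3 pairs of maps gave 30986, 15104 and 18378, so 14–15 h replicate 1 was taken as the paper's 14–15 h map. That choice rests on this number alone, and no pair came close to the number of fixed nucleosomes in Fig. 3a. Statements below that the paper uses or leaves out a map rest on this identification of its maps. The paper gives no reason for leaving out 3–4 h replicate 1 and 14–15 h replicate 2. Values are given for the paper's maps first and then over all maps. The H1 ChIP-seq signal at both stages and the RNA-seq expression levels were not analysed here.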

The distribution of H1 around nucleosome dyad shows that H1 frequently locates on both borders of nucleosomes as well as much less frequently on the nucleosome middle point (Fig. 1a).

**Fig. 1:**
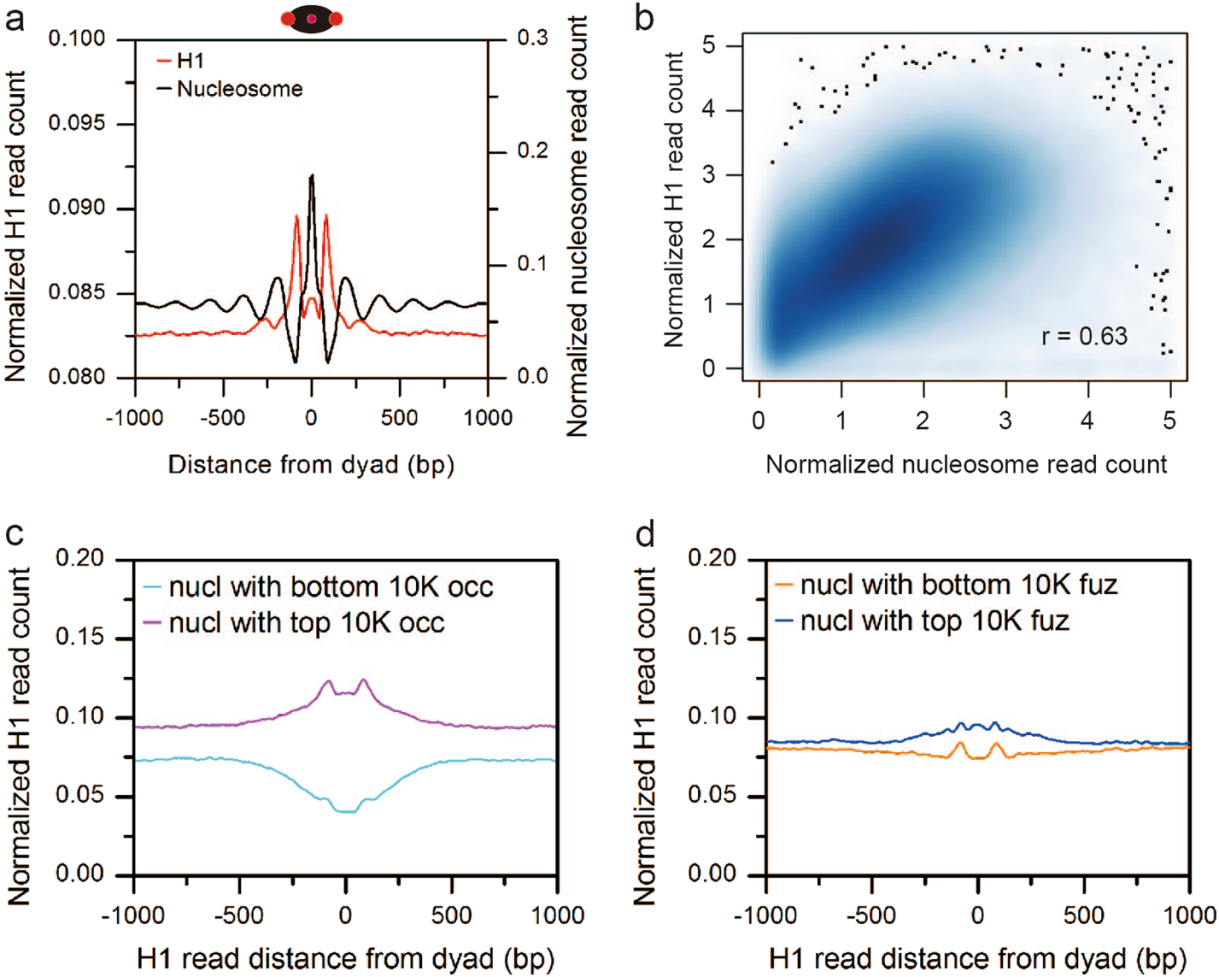
H1 profile around nucleosomes. **a** The red line shows the distribution of H1 around the nucleosome dyad. The black line showing the relationship between the position of adjacent nucleosomes. The right *y* axis shows the normalized nucleosome count with a dyad-to-dyad distance indicated on the *x* axis. The top schematic diagram shows the H1 (red) placement on nucleosomes (black oval). **b** H1 occupancy is positively correlated with nucleosome occupancy. **c** H1 locates at borders of nucleosomes with top 10,000 occupancy whereas H1 is depleted on nucleosomes with bottom 10,000 occupancy. All these nucleosomes have fuzziness of 30–35 to remove the impact of fuzziness. **d** H1 locates at borders and midpoint of nucleosomes with top 10,000 fuzziness whereas H1 only locates at borders of nucleosomes with bottom 10,000 fuzziness. All these nucleosomes have normalized read count of 0.8–1.2 to remove the impact of occupancy

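In 3–4 h replicate 2, the paper's map, adjacent dyads were most frequent in the bin centred at 180 bp, and the next maxima lay at 380, 570 and 770 bp. The curve was computed as the occupancy of neighbouring dyads, in RPNM per nucleosome, in 10-bp bins smoothed over 5 bins. Its height fell from 0.173 at the nearest neighbour to 0.110, 0.099 and 0.094 at the following neighbours. In 3–4 h replicate 1, which the paper does not use and gives no reason for leaving out, the maxima lay at 180, 380, 570 and 760 bp with heights of 0.183, 0.108, 0.098 and 0.095. The positions therefore differed between the replicates by at most a single bin.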

We next examined the impact of H1 occupancy on nucleosome occupancy. Occupancy measures the intensity of protein binding signals. Here, it is positively proportional to the number of sequencing reads defining a H1 or nucleosome location. The results show that globally H1 occupancy is positively correlated with nucleosome occupancy (Fig. 1b).

Fuzziness is another important feature of nucleosome positioning. It is defined as the standard deviation of all read coordinates that contribute to a nucleosome location and measures how delocalized a nucleosome position is^21^. 

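In 3–4 h replicate 2, the paper's map, 72509 nucleosomes had an occupancy of 1.6–2.0 RPNM, and their fuzziness ran from 28.39 at percentile 5 to 43.53 at percentile 95. In 3–4 h replicate 1, which the paper leaves out without a stated reason, the same occupancy range held 62024 nucleosomes with fuzziness from 27.37 to 43.09 at these percentiles. Conversely, among the 123081 nucleosomes of replicate 2 with fuzziness 30–35, the 10000 with the lowest occupancy lay at or below 0.686 RPNM and the 10000 with the highest at or above 3.463 RPNM. In replicate 1 these limits were 0.849 and 3.752 RPNM. Across nucleosomes, Spearman's rho between occupancy and fuzziness was -0.0106 in replicate 2 and 0.0447 in replicate 1, a mean of 0.0171 ± 0.0391 (SD, n = 2 maps). Nucleosomes within a map are not independent replicates, and no p is given. Leaving out a replicate moved rho most, to -0.0106 or 0.0447, and with Pearson's r in its place the mean was 0.0062. The paper treats occupancy and fuzziness as separate features of a nucleosome.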

Two nucleosomes with the same occupancy may have different fuzziness, vice versa. 

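Fuzziness ran from 0 to 68.29 bp with a median of 36.86 bp in 3–4 h replicate 2, the paper's map. Of its 496992 nucleosomes, 203 (0.0408%) had fuzziness below 5 and 12 had fuzziness of 0. The range was 0 to 70.24 bp with a median of 35.95 bp in 3–4 h replicate 1, a map that the paper leaves out without a stated reason. There, 247 nucleosomes (0.055%) lay below 5, and 9 had fuzziness of 0. The highest value averaged 69.27 ± 1.38 bp (SD, n = 2 maps). Restricting the maps to nucleosomes with RPNM of 0.5 or higher raised the mean lowest value to 0.13 bp.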

The result shows that nucleosome fuzziness ranges from 5 to 70. We grouped nucleosomes by fuzziness interval of 5 so that fuzziness difference is ignorable within the same group of nucleosomes. More than 85% of nucleosomes have fuzziness of 30–35 (24.8%), 35–40 (41.1%), 40–45 (19.2%) (Supplementary Figure 1a). 

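In 3–4 h replicate 2, the paper's map, 24.77% of 496992 nucleosomes had fuzziness of 30–35, 41.13% of 35–40 and 19.15% of 40–45. Together these groups held 85.05% of the nucleosomes (95% Wilson interval 84.95% to 85.15%). The shares were 28.18%, 39.45% and 14.80% in 3–4 h replicate 1, and together 82.43% (82.32% to 82.54%). The paper does not use replicate 1 and does not say why. Over both maps the shares were 26.47% ± 2.41, 40.29% ± 1.19 and 16.98% ± 3.08, and their sum was 83.74% ± 1.85 (SD, n = 2 maps). The binomial intervals were narrower than the gap between the replicates, so the replicate spread is the larger error. The 35–40 group was the largest and the 40–45 group the smallest in both maps. The sum moved most, to 86.30%, when only nucleosomes with RPNM of 0.5 or higher were kept.

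**Figure D1:**
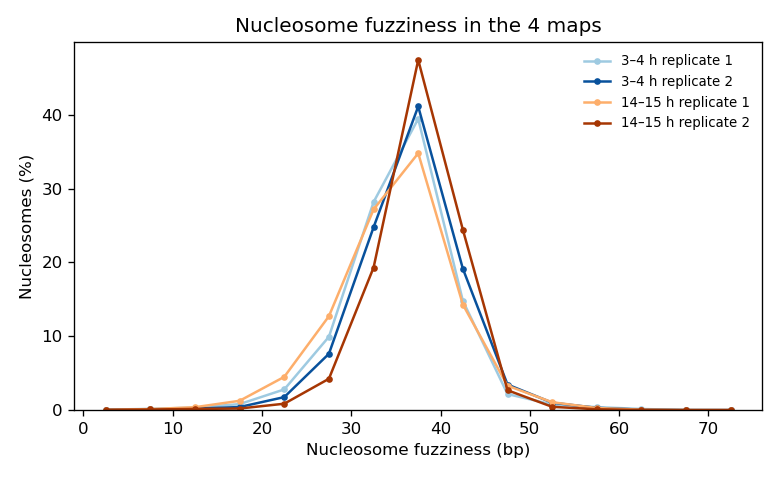
Percentage of nucleosomes (y axis) by fuzziness in bp (x axis, bins of 5 bp) in the 4 maps. Each line is a map without error bars. All 4 lines peak at 35–40, with 41.13% in 3–4 h replicate 2 and 39.45% in 3–4 h replicate 1.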

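The groups taken from 3–4 h replicate 2, the paper's map, held 123081 nucleosomes with fuzziness 30–35, 204425 with 35–40 and 95179 with 40–45. The 10000 nucleosomes with the highest occupancy averaged 4.19, 4.86 and 4.14 RPNM in the 3 groups, and the 10000 with the lowest occupancy averaged 0.455, 0.409 and 0.436 RPNM. The bottom nucleosomes were defined by a median of 15, 13 and 14 reads, against 125, 135 and 118 reads for the top ones, so positions in the bottom groups rest on less depth. Median fuzziness within the 30–35 group was 33.20 for the top and 32.78 for the bottom nucleosomes. In replicate 1, left out by the paper without a stated reason, the top nucleosomes averaged 4.44, 4.91 and 3.96 RPNM and the bottom ones 0.511, 0.533 and 0.651 RPNM. Over both maps the top of the 30–35 group averaged 4.31 ± 0.18 RPNM and its bottom 0.48 ± 0.04 RPNM (SD, n = 2 maps). The paper compares H1 between these groups with fuzziness held within a narrow range.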

We took the nucleosomes with top and bottom 10,000 occupancy from these three groups of nucleosomes, respectively. The H1 occupancy level is higher on nucleosomes with top 10,000 occupancy than those with bottom 10,000 occupancy in each group. Moreover, there is a prominent H1 on both borders of nucleosomes with top 10,000 occupancy whereas H1 is depleted on nucleosomes with bottom 10,000 occupancy. Notably, H1 emerges in the middle point of nucleosomes with top 10,000 occupancy as fuzziness increases (Fig. 1c and Supplementary Figure 1b, c). This confirms the positive correlation between H1 occupancy and nucleosome occupancy.

Similarly, we grouped nucleosomes by normalized read count interval of 0.4 so that occupancy difference is ignorable within the group. More than 54% of nucleosomes have occupancy of 0.8–1.2 (17.9%), 1.2–1.6 (19.1%), 1.6–2.0 (17.4%) (Supplementary Figure 1d). 

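Of the nucleosomes of 3–4 h replicate 2, the paper's map, 10.83% had an occupancy of 0.8–1.2 RPNM, 13.19% of 1.2–1.6 and 14.59% of 1.6–2.0. The 3 groups together held 38.61% of the 496992 nucleosomes. The paper does not use 3–4 h replicate 1 and gives no reason. There the shares were 7.15%, 10.79% and 13.81%, and together 31.75% (95% Wilson interval 31.62% to 31.89%). Over both maps the shares were 8.99% ± 2.60, 11.99% ± 1.70 and 14.20% ± 0.55, with a sum of 35.18% ± 4.85 (SD, n = 2 maps). The share rose with occupancy across the 3 groups in both 3–4 h maps. These values use reads in called nucleosomes as the total in RPNM, since mapped totals are not in the files analysed here. Among the settings fixed before the files arrived, leaving out replicate 1 or replicate 2 moved the sum most, to 38.61% and 31.75%. A total of 43400000 reads for replicate 2 in RPNM, chosen after seeing the data, gave a sum of 54.45%.

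**Figure D2:**
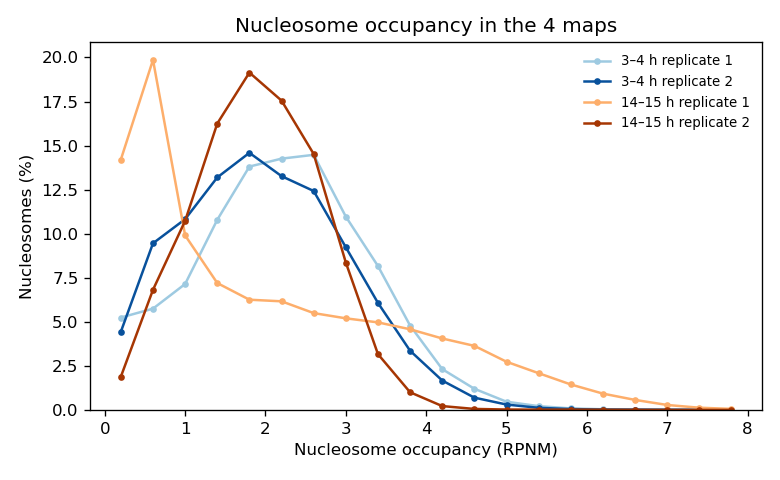
Percentage of nucleosomes (y axis) by nucleosome occupancy in RPNM (x axis, bins of 0.4) in the 4 maps. Each line is a map without error bars. Between 0.8 and 2.0 RPNM lie 38.61% of nucleosomes in 3–4 h replicate 2 and 31.75% in 3–4 h replicate 1.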

We took the nucleosomes with top and bottom 10,000 fuzziness from these three groups of nucleosomes, respectively. 

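The occupancy groups of 3–4 h replicate 2, the paper's map, held 53813, 65574 and 72509 nucleosomes. They use reads in called nucleosomes as the total in RPNM and hold smaller shares than the paper's groups. The values below therefore need not be those of the nucleosomes that the paper compared. The 10000 nucleosomes with the highest fuzziness averaged 45.11, 43.91 and 43.40 bp in the groups of 0.8–1.2, 1.2–1.6 and 1.6–2.0 RPNM, and the 10000 with the lowest fuzziness averaged 27.11, 27.88 and 28.56 bp. Mean occupancy of the top and bottom nucleosomes was 0.9956 and 0.9964 RPNM in the lowest group, 1.4018 and 1.4013 RPNM in the middle group and 1.8066 and 1.8059 RPNM in the highest. In replicate 1, left out by the paper with no reason given, the groups held 32119, 48468 and 62024 nucleosomes. Their top nucleosomes averaged 42.19, 42.56 and 42.58 bp and their bottom nucleosomes 26.93, 27.41 and 27.97 bp. Over both maps the top of the 0.8–1.2 group averaged 43.65 ± 2.06 bp and its bottom 27.02 ± 0.13 bp (SD, n = 2 maps). The paper compares H1 placement between nucleosomes of high and low fuzziness with occupancy held within a narrow range.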

The H1 occupancy level is close between nucleosomes with top and bottom 10,000 fuzziness in each group. Moreover, there is a prominent H1 in the middle point of nucleosomes with top 10,000 fuzziness whereas H1 is absent in the middle point of nucleosomes with bottom 10,000 fuzziness (Fig. 1d and Supplementary Figure 1e, f). Further correlation analysis suggests that H1 occupancy is not correlated with nucleosome fuzziness (Supplementary Figure 1g).

We also examined the relationship between H1 fuzziness and nucleosome occupancy, and found no correlation between them (Supplementary Figure 1h). In contrast, H1 fuzziness is positively correlated with nucleosome fuzziness (Supplementary Figure 1i).

### H1 binding contributes to maintaining regular nucleosome spacing

Positioned nucleosomes in the genome are spaced at a fixed distance from each other by a short stretch of linker DNA between adjacent nucleosomes. The lengths of linker DNA vary from different organisms^22^. 

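Linker DNA length was taken as the distance between adjacent nucleosomes of 147 bp, counted in 1-bp bins and smoothed with an 11-bp moving average. It peaked at 29 bp in 3–4 h replicate 2, the paper's map. The peak lay at 19 bp in 3–4 h replicate 1, a map the paper leaves out without stating a reason. The mean was 24 ± 7.07 bp (SD, n = 2 maps), so the peak is placed only to within the 10 bp by which the replicates differ. A count of 95602 linkers of 20–40 bp in replicate 2 compared with 80836 in replicate 1. Leaving out a replicate changed the peak most, to 29 or 19 bp, and without smoothing the mean was 20.5 bp.

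**Figure D3:**
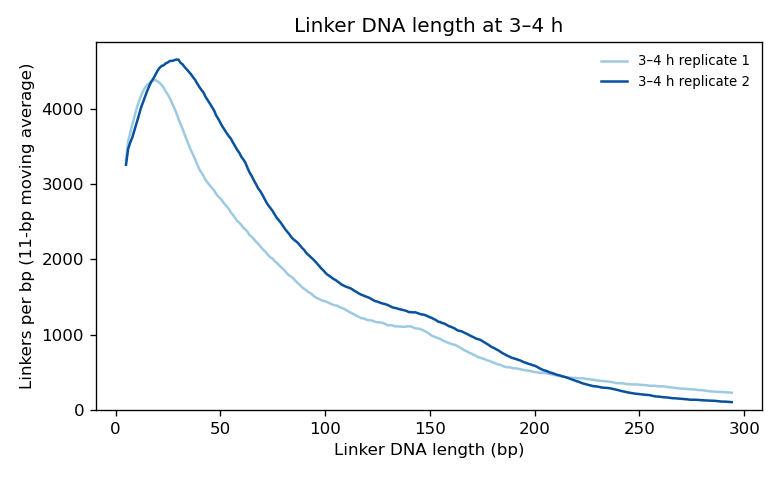
Number of linkers per bp after an 11-bp moving average (y axis) against linker DNA length in bp (x axis) in the 3–4 h maps. Each line is a replicate without error bars. The lines peak at 29 bp in replicate 2 and 19 bp in replicate 1 and decline beyond. Between 120 and 180 bp small local maxima lie at 143 bp in replicate 2 and at 126, 131 and 140 bp in replicate 1. None rises by more than 1.16 times the Poisson SD of the rise.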

In consistence with our previous work^23^, the frequency of linker DNA length in *Drosophila* embryo peaks at 28 bp (Supplementary Figure 2a). Of note, there is a small peak at 150 bp. 

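The smoothed count in 3–4 h replicate 2, the paper's map, was 1393 linkers per bp at 130 bp, 1301 at 140 bp, 1233 at 150 bp and 1106 at 160 bp. For 3–4 h replicate 1, which the paper leaves out with no reason stated, it was 1124, 1112, 1005 and 880 at these lengths. Between 120 and 180 bp, small local maxima lay at 143 bp in replicate 2 and at 126, 131 and 140 bp in replicate 1. None rose by more than 1.16 times the Poisson SD of the rise, and none remained with a 21-bp moving average. The position of the second peak was taken where the count exceeded an exponential decline most. This rule returns a position between 120 and 180 bp for any curve, so it does not show that a peak exists. The excess was largest at 174 bp in replicate 2, with 1.293 times the decline, and at 146 bp in replicate 1, with 1.157 times, a mean of 160 ± 19.8 bp (SD, n = 2 maps). Linkers of 140–160 bp flanked 49842 nucleosomes in replicate 2 and 41351 in replicate 1, while linkers of 20–40 bp flanked 172606 and 147155. The position was 174 or 146 bp with a replicate left out, the widest change among the settings tried. The paper uses the 2 ranges of linker length as short and long linkers.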

Therefore, we compared H1 occupancy between nucleosomes with linker DNA length of 20–40 bp and 140–160 bp and found H1 occupancy is significantly higher in nucleosomes with short linker DNA than in nucleosomes with long linker DNA (Fig. 2a).

**Fig. 2:**
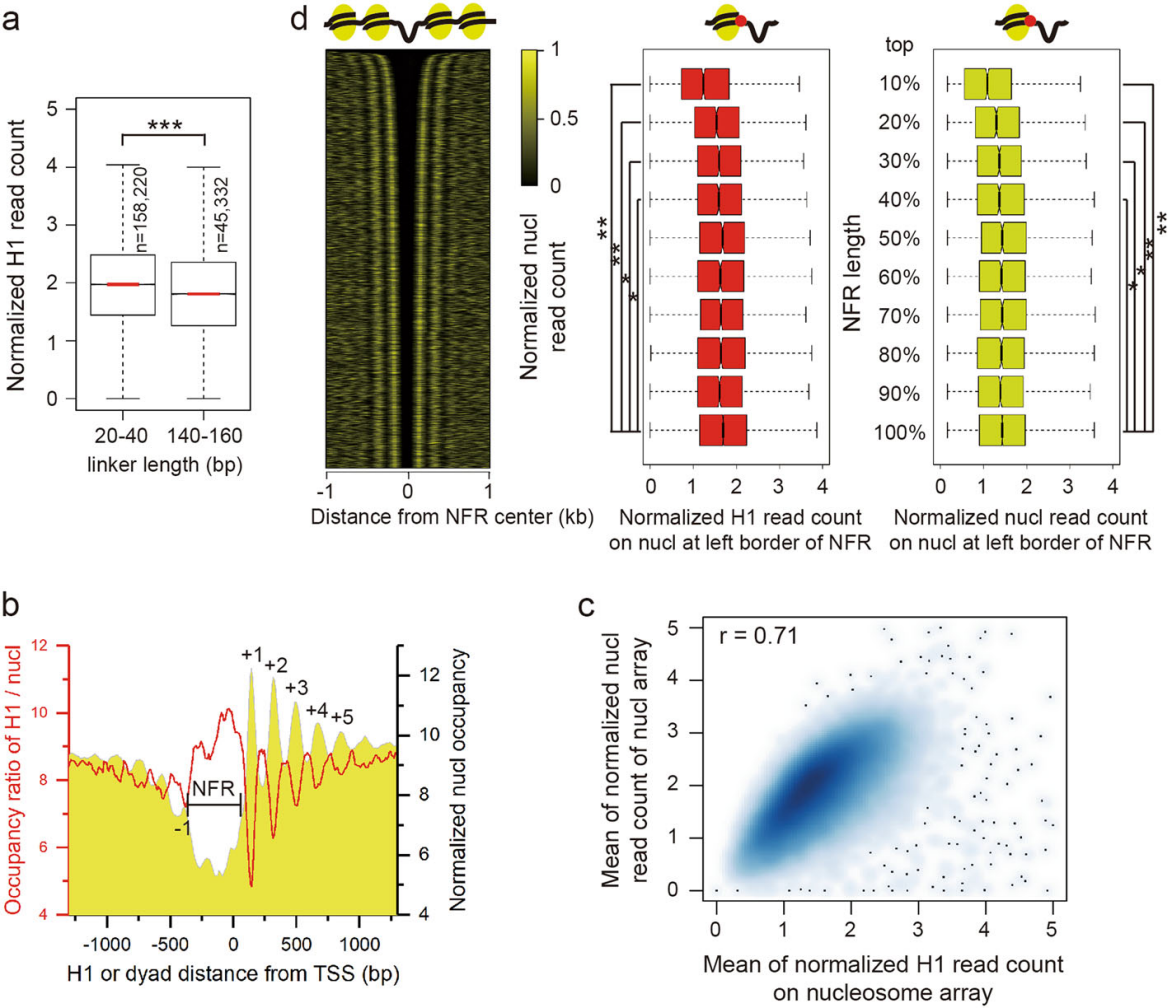
Correlation between H1 occupancy and nucleosome spacing. **a** H1 occupancy on short (20–40 bp) and long (140–160 bp) linkers corresponding to the bimodal peaks (see Supplementary Figure 2a) (***p-value < 0.001, two-sided permutation test). **b** Occupancy ratio of H1 to genic nucleosome in the regions closer to TSS is significantly lower than the farther downstream regions (*p* < 0.001, two-sided permutation test). The canonical -1, NFR, +1, +2, +3, etc. nucleosome organization around TSS is shown as a golden backdrop. **c** Scatter plot shows the positive correlation between H1 occupancy and average nucleosome occupancy of nucleosome arrays. **d** H1 occupancy is negatively correlated with NFR length. Left: heatmap shows the nucleosome organization around NFRs descendingly ordered by NFR length. Middle: H1 occupancy on the nucleosomes at the left border of NFRs grouped by NFR length. Right: Nucleosome occupancy on the nucleosomes at the left border of NFRs grouped by NFR length. H1 or nucleosome occupancy in the top four groups of NFRs is significantly lower than the group of NFR with the shortest length (*p-value < 0.05, **p-value < 0.01, two-sided permutation test). There are total 38,938 NFRs

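For nucleosome occupancy, the NFRs of each 3–4 h map were ordered by length into 10 groups and the 4 longest groups were compared with the shortest. In replicate 2, the paper's map, left-border nucleosomes of the longest group (254 to 91417 bp, n = 15205 NFRs) averaged 1.710 RPNM, against 2.012 RPNM for the shortest group (101 to 109 bp, n = 15204). The difference was -0.3019 RPNM with p = 1e-05 in a two-sided permutation test, the smallest p that 100000 resamples can give. Groups 2 and 3 differed from the shortest by -0.0468 RPNM (permutation p = 0.0019, adjusted 0.0026) and -0.0388 RPNM (permutation p = 0.0054, adjusted 0.0067). The fourth group averaged 2.014 RPNM, a difference of 0.0017 RPNM (permutation p = 0.91, adjusted 0.95). At the right border the 4 differences were -0.2973, -0.0591, -0.025 and -0.0011 RPNM, with permutation p of 1e-05, 0.00021, 0.12 and 0.95 and adjusted values of 1.6e-05, 0.00031, 0.13 and 0.95. In replicate 1, which the paper leaves out without a reason, the left-border differences were -0.4138, -0.2938, -0.1995 and -0.166 RPNM, each at the smallest permutation p of 1e-05 (adjusted 1.6e-05). The decrease in the fourth group thus held in replicate 1 and not in replicate 2, and in group 3 at the right border it passed the test in replicate 1 only. Groups of the same rank differ in length between the maps. The fourth covers 205 to 244 bp in replicate 1 and 166 to 183 bp in replicate 2. Group 2 of replicate 2, which was lower than the shortest, covers 207 to 254 bp. The replicates are therefore not compared at equal lengths. The groups divide 152041 NFRs in replicate 2, against 38938 in the paper, so the fourth group here need not be that of the paper. With medians in place of means, the longest group differed from the shortest by -0.3907 RPNM over both maps. Adjustment was by Benjamini-Hochberg over 16 tests. Nucleosomes within a map are not independent replicates, so the comparison between the 2 maps is given beside each p.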

To reveal the relationship between H1 occupancy and the nucleosome organization around the transcription start site (TSS), we examined the correlation between H1 occupancy level and its distance to TSS. To remove the impact of nucleosome occupancy, we calculated the occupancy ratio of H1 to nucleosome. The results show that the occupancy ratio is significantly lower in the regions closer to TSS than the farther downstream regions (Fig. 2b). Namely, the ratio is lower in +1 nucleosome than +2 nucleosome that is lower than +3 nucleosome, and so on. The ratio is lowest on the +1 nucleosome at the edge of the nucleosome free region (NFR). The high ratios in NFRs simply reflect the extremely lower level of nucleosomes indicating the low stability as well (Fig. 2b). This suggests that high H1 contributes to the maintenance of regular short nucleosome spacing in the canonical −1, NFR, +1, +2, +3, etc. nucleosome organization around TSS.

We next investigated the role of H1 in the nucleosome array organization since nucleosomes are arranged as a linear array as “beads on a string” in the genome. 

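With NFRs as linkers longer than 100 bp and arrays as at least 3 continuous nucleosomes, 3–4 h replicate 2, the paper's map, held 71279 nucleosome arrays. They contained 384670 of its 496992 nucleosomes, with a median of 4 nucleosomes per array. Its longest array had 40 nucleosomes and lay on chromosome 3R of dm3 from 23277923 to 23285491. The mean linker in it was 43.3 bp and the mean occupancy 1.95 ± 0.94 RPNM (SD, n = 40 nucleosomes). The paper does not use 3–4 h replicate 1 and gives no reason. That map held 66150 arrays with 316014 nucleosomes. The longest array there had 35 nucleosomes on chromosome 2L from 20652379 to 20658799, a mean linker of 37.5 bp and a mean occupancy of 2.71 ± 0.95 RPNM (SD, n = 35 nucleosomes). The number of arrays averaged 68714.5 ± 3626.8 (SD, n = 2 maps). Among the settings fixed before the files arrived, it changed most, to 58574, when NFRs were taken above 150 bp. A minimum NFR length of 193 bp in replicate 2, chosen after seeing the data, gave 31996 arrays. Genes at these positions are not named, because no annotation of dm3 was among the files analysed here.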

We identified 71,053 nucleosome arrays (defined as three or more continuous nucleosomes containing no NFRs). Intriguingly, H1 occupancy is positively correlated with the nucleosome occupancy of arrays (Fig. 2c and Supplementary Figure 2b). Taken together, the results imply that H1 placement contributes to the formation and stability of nucleosome arrays.

NFRs are often found at transcription start and end sites and play a critical role in regulation of gene expression. 

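Linkers longer than 100 bp numbered 152041 in 3–4 h replicate 2, the paper's map, with a median length of 153 bp. There were 162071 in 3–4 h replicate 1, with a median of 176 bp. The paper does not use replicate 1 and states no reason. The mean was 157056 ± 7092 NFRs (SD, n = 2 maps). In replicate 2, 1368 NFRs were longer than 1000 bp and the longest spanned 91417 bp, while replicate 1 held 1820 such NFRs and a longest one of 90532 bp. The number depended most on the minimum length, with a mean of 90507 NFRs above 150 bp and 194211 above 80 bp.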

To investigate how H1 placement influences NFR formation, we then collected 100-bp or larger regions lacking nucleosomes as NFRs and examined H1 occupancy flanking NFRs. 

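Nucleosome occupancy at NFR borders was lower at the longest than at the shortest NFRs in both 3–4 h maps. The NFRs of a map were ordered by length into 10 groups. In replicate 2, the paper's map, left-border occupancy averaged 1.710 ± 1.237 RPNM (SD, n = 15205 NFRs) in the longest group and 2.012 ± 1.235 RPNM (SD, n = 15204) in the shortest. Most of that decrease lay in the longest group, since groups 2 to 9 stayed between 1.965 and 2.022 RPNM. In replicate 1, which the paper leaves out for no stated reason, occupancy fell more gradually, from 2.264 RPNM in the shortest group to 2.098 in the fourth and 1.850 in the longest. The longest group starts at 406 bp there and at 254 bp in replicate 2, so groups of the same rank differ in length. The longest group differed from the shortest by -0.3579 ± 0.0792 RPNM (SD, n = 2 maps, permutation p = 1e-05 in each map, the smallest that 100000 resamples can give). At the right border the mean difference was -0.3581 RPNM. Of the settings tried, keeping only NFRs of at most 1000 bp moved the difference most among those that use both maps, to -0.289 RPNM. H1 occupancy at these borders was not analysed here. From the decrease of H1 occupancy with NFR length, which it also describes for nucleosome occupancy, the paper proposes that loss of H1 has a part in NFR formation.

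**Figure D4:**
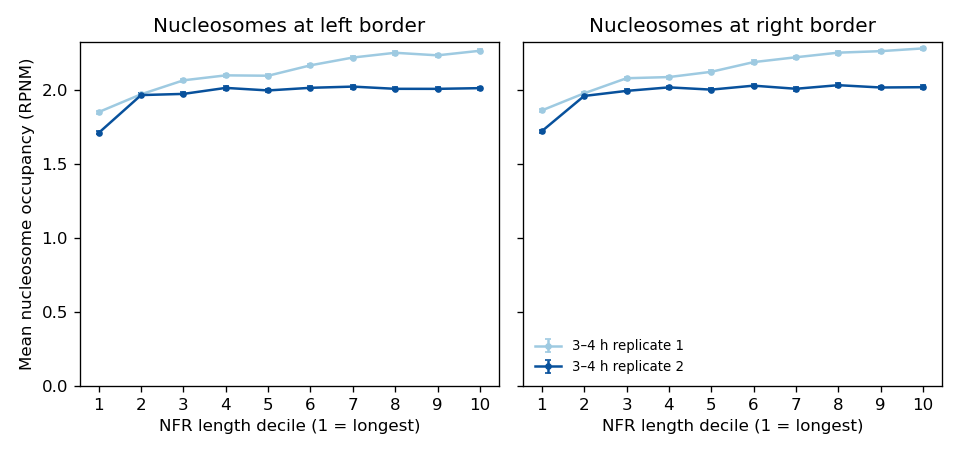
Mean nucleosome occupancy in RPNM (y axis) at the left and right borders of NFRs against NFR length group (x axis, 1 = longest, 10 = shortest) in the 3–4 h maps. Error bars are the standard error over the nucleosomes of a group. The longest group lies at 1.710 RPNM in replicate 2 and 1.850 RPNM in replicate 1 at the left border, below all other groups.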

The results show that H1 occupancy on the nucleosomes at both borders of NFRs significantly decreases as the lengths of NFRs increase, same as nucleosome occupancy at both borders of NFRs (Fig. 2d and Supplementary Figure 2c). This suggests that depletion of H1 contributes to the formation of NFRs, and conversely high H1 occupancy could stop NFRs expanding.

### H1 binding is positively correlated with nucleosome stability

Nucleosome remodeling plays a critical role in embryonic development. However, it has not been elucidated how H1 functions in dynamic nucleosome positioning during embryonic development. 

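Each 3–4 h nucleosome was assigned the distance to the nearest dyad of the 14–15 h map. From 3–4 h replicate 2 to 14–15 h replicate 1, the paper's maps, 135939 of 496992 nucleosomes (27.35%) were fixed at 10 bp or less and 40000 (8.05%) were lost at 127 bp or more. Of 384670 nucleosomes in arrays, 31938 (8.30%) were lost and 352732 remained. The paper does not use 3–4 h replicate 1 and 14–15 h replicate 2 and gives no reason. With these maps, 31.15% were fixed and 7.04% lost from replicate 1 to replicate 1, 33.75% and 3.47% from replicate 1 to replicate 2, and 31.86% and 3.83% from replicate 2 to replicate 2. Over the 4 pairs, 31.03% ± 2.68 were fixed and 5.60% ± 2.29 were lost (SD, n = 4 pairs of maps, which share maps). Replicate maps of the same stage give the replicate error. From 3–4 h replicate 2 to 3–4 h replicate 1, 36.98% were fixed and 13.07% lost, and over the 4 ordered pairs within a stage 36.89% ± 3.05 were fixed and 7.74% ± 4.22 lost. The fixed share was 6.78 percentage points higher within than between the stages, counting both directions, and the lost share differed by -0.181 percentage points. By an exact permutation test over the 3 splits of the 4 maps, p was 0.33 for the fixed share and 0.67 for the lost share. A p of 0.33 is the smallest the 4 maps allow, so no difference could reach 0.05. With the replicate number as a block, pairing replicates as the labels number them, 31.51% were fixed and 5.43% lost. Deviations of occupancy in 10-kb bins from the stage means correlated between maps of the same number with r = 0.222 over 11958 bins, which are not independent. The fixed share rose most, to 40.00%, when only nucleosomes within 20 bp of a dyad of the other 3–4 h map were kept, and the lost share rose most, to 10.04%, at RPNM of 0.5 or higher. The paper compares H1 between the fixed and lost nucleosomes as classes of stable and unstable position.

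**Figure D5:**
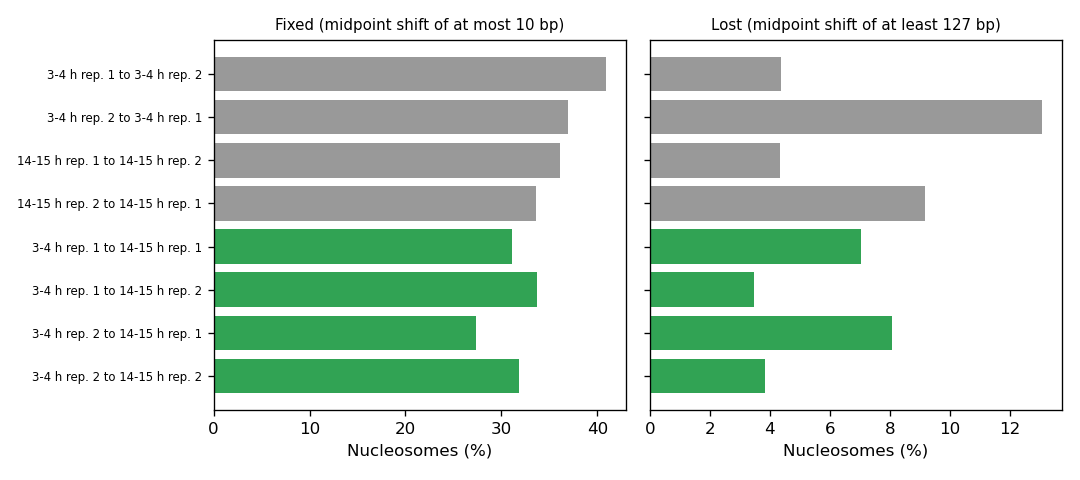
Percentage of nucleosomes (x axis) fixed (left) and lost (right) for each ordered pair of maps (rows). Grey bars are pairs of replicates of the same stage and green bars are pairs from 3–4 h to 14–15 h, without error bars. The paper's pair has 27.35% fixed and 8.05% lost, and the pair from 3–4 h replicate 2 to 3–4 h replicate 1 has 36.98% and 13.07%.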

To address this, we compared the maps of nucleosome positions in *Drosophila* embryos at two stages (3–4 h and 14–15 h AEL), and identified fixed nucleosomes whose midpoint shifted ≤10 bp between the two stages, and lost nucleosomes whose midpoint shifted ≥127 bp from 3–4 h to 14–15 h AEL. H1 occupancy in 3–4 h AEL is significantly higher in the fixed nucleosomes than the lost ones (Fig. 3a). The result is the same for the component nucleosomes of nucleosome arrays. That is, H1 occupancy is significantly higher in the remained nucleosomes than the lost ones in nucleosome arrays (Fig. 3b).

**Fig. 3:**
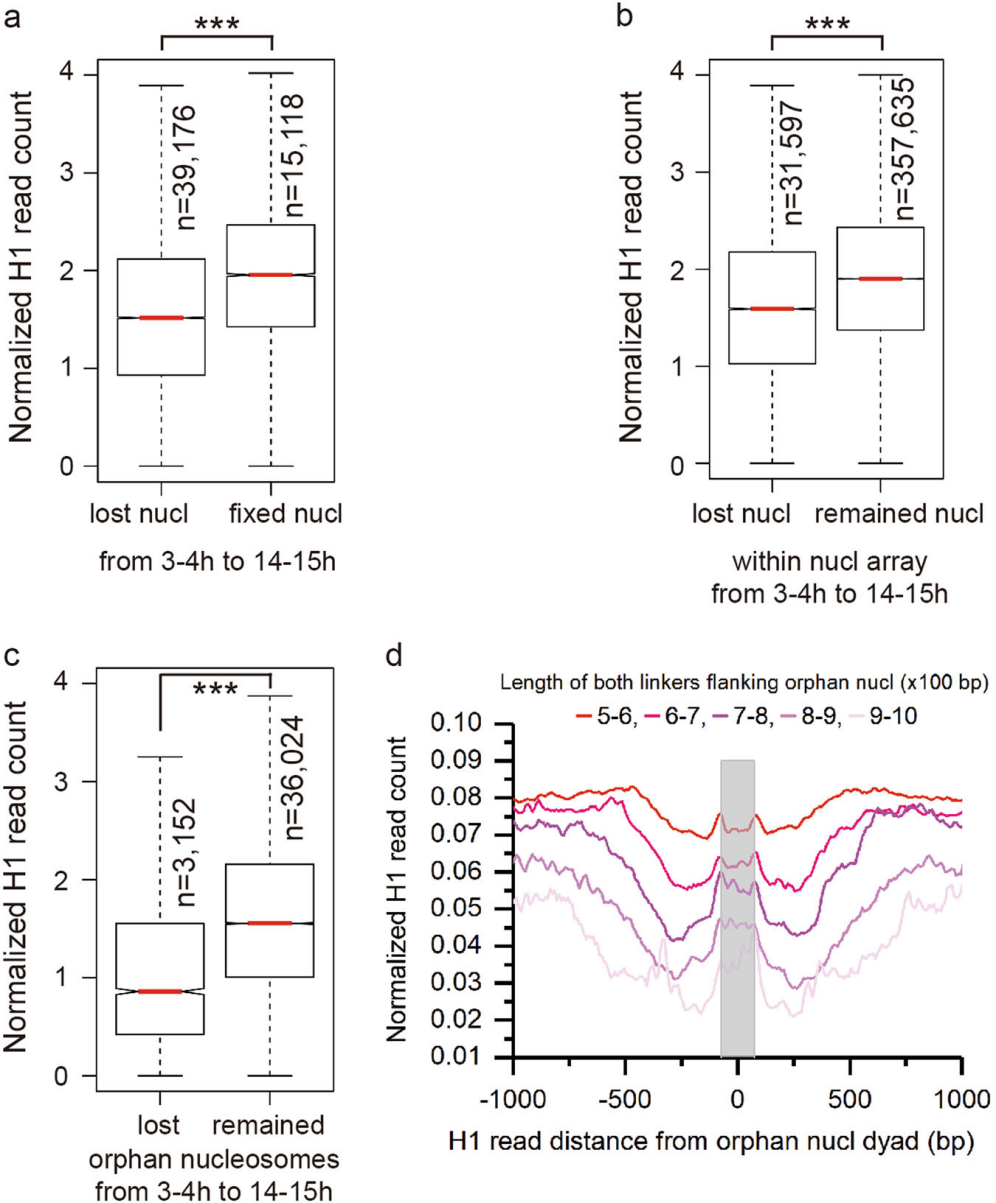
H1 binding is positively correlated with the stability of nucleosome positioning. Here shows H1 occupancy in 3–4 h embryos. **a** H1 occupancy on lost and fixed nucleosomes during the embryonic development from 3–4 h to 14–15 h (AEL) (***p-value < 0.001, two-sided permutation test). **b** H1 occupancy on lost nucleosomes belonging to a nucleosome array and the remaining component nucleosomes of nucleosome arrays during the embryonic development from 3–4 h to 14–15 h (AEL) (***p-value < 0.001, two-sided permutation test). **c** H1 occupancy on lost and remained orphan nucleosomes during the embryonic development from 3–4 h to 14–15 h (AEL) (***p-value < 0.001, two-sided permutation test). **d** Distribution of H1 around orphan nucleosome dyad categorized by the length of the both flanking linkers. The gray bar indicates the nucleosome location

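Orphan nucleosomes numbered 49214 in 3–4 h replicate 2, the paper's map, which is 9.90% of its nucleosomes. From there to 14–15 h replicate 1, 3227 orphan nucleosomes (6.56%) were lost and 45987 remained, against 8.30% lost among array nucleosomes. There were 58741 orphan nucleosomes in 3–4 h replicate 1, or 13.08%. The paper leaves out that map and 14–15 h replicate 2 without giving a reason. The other pairs lost 5.50% of orphan nucleosomes from replicate 1 to replicate 1, 1.92% from replicate 1 to replicate 2 and 2.08% from replicate 2 to replicate 2. Over the 4 pairs 4.02% ± 2.37 of orphan and 5.95% ± 2.25 of array nucleosomes were lost (SD, n = 4 pairs). The share was lower for orphan than for array nucleosomes in each of the 4 pairs, although the ranges over the pairs overlap. Orphan nucleosomes had a mean occupancy of 1.939 RPNM in replicate 2 and 2.039 RPNM in replicate 1, lower than the 2.028 and 2.276 RPNM of array nucleosomes. The number of orphan nucleosomes averaged 53977.5 ± 6736.6 (SD, n = 2 maps) and was most sensitive to the NFR length, with 17572.5 when NFRs were taken above 150 bp.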

We next focused on the orphan nucleosomes that were flanked by an NFR each side and were not in any nucleosome array by its definition (see above). As expected, H1 occupancy is significantly higher in the remained orphan nucleosomes than the lost ones from 3–4 h to 14–15 h AEL (Fig. 3c). Moreover, the overall H1 occupancy level of orphan nucleosomes is lower than non-orphan nucleosomes (not shown here). We further grouped orphan nucleosomes by the total length of their both linker DNA and profiled H1 occupancy in each group of orphan nucleosomes. The results show that H1 occupancy decreases as the total length of orphan nucleosomes’ both linker DNA increases. Moreover, the classical H1 placement on nucleosome borders vanishes in orphan nucleosomes with large linker DNA. Instead, H1 tends to randomly locate on orphan nucleosomes with large linker DNA (Fig. 3d). Together, this indicates that H1 binding contributes to the stability of nucleosome positioning.

### Skew placement of H1 on nucleosomes is predictive for nucleosome shift during early embryonic development

Shift is one of major nucleosome positioning dynamics. It remains unexplored how H1 impacts nucleosome shift. To address this issue, we identified all nucleosomes whose midpoint shifted up to 74 bp, half of a nucleosome, from 3–4 h to 14–15 h AEL. 

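From 3–4 h replicate 2 to 14–15 h replicate 1, the paper's maps, the midpoint of 221273 nucleosomes (44.52%) shifted by more than 10 bp and up to 74 bp, and the median distance over all nucleosomes was 37 bp. Between the pairs with 3–4 h replicate 1 or 14–15 h replicate 2, maps the paper does not use without stating why, this share was 44.44%, 46.34% and 45.66%. The mean was 45.24% ± 0.92 (SD, n = 4 pairs). Between replicates of the same stage 41.16% ± 3.51 of nucleosomes were displaced over the same range (SD, n = 4 ordered pairs). Values within a stage count both directions of a pair, and those between the stages only the direction from 3–4 h. From 14–15 h to 3–4 h the shares were 41.30%, 45.78%, 40.06% and 43.68%. A difference beyond the spread between replicate pairs is therefore not shown. The median distance was 29.5 ± 5.4 bp between the stages and 21 ± 3.7 bp within them. A single mean read position carried a median standard error of 4.60 bp in 3–4 h replicate 2 and 4.05 bp in 14–15 h replicate 1.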

We collected three groups of nucleosomes: shift 0–10, 30–40, and 50–74 bp (termed as fixed, intermediate shift, and far shift) (Fig. 4a and Supplementary Figure 3a). 

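In the paper's maps, 3–4 h replicate 2 and 14–15 h replicate 1, 135939 nucleosomes were fixed, 15827 had an intermediate shift to the left and 15849 to the right, and 36693 had a far shift to the left and 37207 to the right. These are 27.35%, 3.19%, 3.19%, 7.38% and 7.49% of the 496992 nucleosomes. Left and right shifts were thus nearly equal in number. Over all 4 pairs, the maps left out by the paper without a reason included, 3.12% ± 0.05 had an intermediate shift to the left and 3.13% ± 0.07 to the right (SD, n = 4 pairs). A far shift was found in 7.39% ± 0.25 to the left and 7.41% ± 0.24 to the right. The pairs ranged from 3.06% to 3.19% for the intermediate left group and from 7.04% to 7.61% for the far left group. Between replicates of the same stage the far left share was 5.96% ± 0.40 and the intermediate left share 2.89% ± 0.39 (SD, n = 4 ordered pairs). These count both directions of a pair, unlike the shares between the stages. Keeping only nucleosomes within 20 bp of a dyad of the other 3–4 h map lowered the far left share most, to 5.88%. The paper uses these groups to ask whether H1 placement at 3–4 h precedes the direction of the shift.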

H1 locates on the borders and on the dyad of the fixed nucleosomes. In contrast, H1 is absent at the dyad in the two groups of the shifted nucleosomes (Fig. 4b and Supplementary Figure 3b). Strikingly, nucleosomes with H1 placement deviating to the left relative to the dyad in 3–4 h AEL shift to the left when the embryos develop to 14–15 h AEL (Fig. 4b). Similarly, nucleosomes with H1 placement deviating to the right relative to the dyad in 3–4 h AEL shift to the right when the embryos develop to 14–15 h AEL. H1 placement becomes symmetrical to the dyad in 14–15 h AEL after nucleosome shift (Supplementary Figure 3b). Of note, H1 becomes two peaks on nucleosomes in the far shift group indicating higher fuzziness or possible alternative H1 positions (Fig. 4b and Supplementary Figure 3b). Further profiling analysis of nucleosome organization for these three groups of nucleosomes show an unchanged nucleosome array arrangement with regular spacing at both developmental stages (Fig. 4c and Supplementary Figure 3c). 

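The distance to the adjacent nucleosomes was read from the occupancy of neighbouring dyads in 10-bp bins smoothed over 5 bins. In the paper's maps, 3–4 h replicate 2 and 14–15 h replicate 1, the left and right neighbours of fixed nucleosomes lay at 180 and 180 bp at both stages. Nucleosomes with an intermediate shift to the left had neighbours at 200 and 180 bp at 3–4 h and at 180 and 200 bp at 14–15 h. Those with an intermediate shift to the right had 180 and 200 bp, then 200 and 180 bp. Nucleosomes with a far shift to the left had 180 and 180 bp, then 170 and 180 bp, and those with a far shift to the right had the same distances. Over all 4 pairs, with the 2 maps that the paper leaves out for no stated reason, the left neighbour of the intermediate left group lay at 200 ± 0 bp at 3–4 h and 177.5 ± 5 bp at 14–15 h (SD, n = 4 pairs). The right neighbour of the far left group lay at 175 ± 5.8 bp at 3–4 h and at 190 ± 20 bp at 14–15 h, with a range of 180 to 220 bp. In each pair, the neighbour on the side of an intermediate shift lay 20 or 30 bp farther away at 3–4 h than at 14–15 h, more than the 10-bp bin. The mean of both sides lay between 187.5 and 190 bp in these groups. Counting each neighbour once in place of weighting by occupancy gave a mean of 186.25 bp for the intermediate left group at 3–4 h, against 190 bp. From the regular spacing at both stages, the paper reasons that skewed nucleosome organization does not produce the skewed H1 placement. The neighbours of the intermediate groups were not evenly spaced in these maps, so the distances here do not carry that reasoning. At 3–4 h, the far left group of the paper's maps had a left peak of 0.1434 and a right peak of 0.1705 RPNM. The far right group had 0.1706 and 0.1437 RPNM. H1 was not analysed here, so the cause of its placement stays open.

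**Figure D6:**
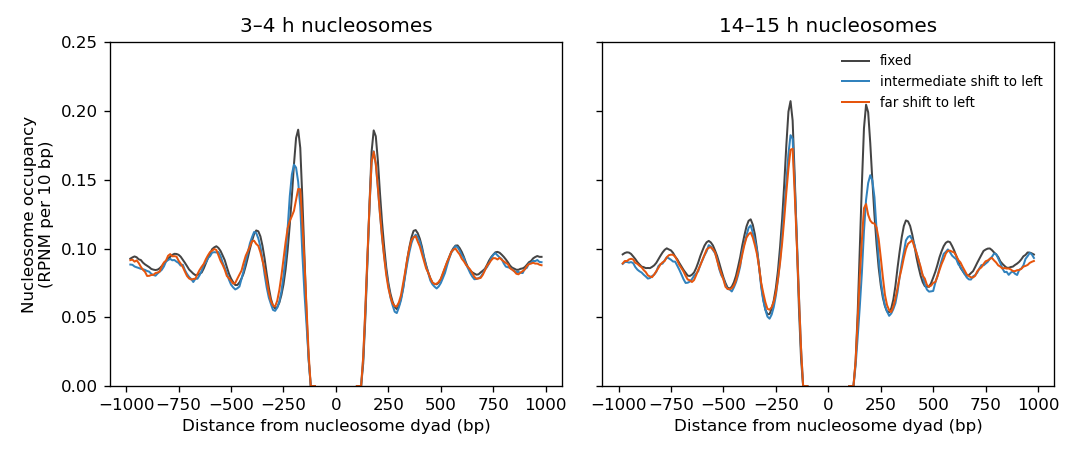
Nucleosome occupancy in RPNM per 10 bp (y axis) against distance from the nucleosome dyad in bp (x axis) for fixed, intermediate left and far left nucleosomes at 3–4 h (left) and 14–15 h (right), from 3–4 h replicate 2 and 14–15 h replicate 1. Lines carry no error bars, and distances within 100 bp of the dyad are left out. The nearest neighbours of the intermediate left group lie at 200 and 180 bp at 3–4 h and at 180 and 200 bp at 14–15 h.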

This rules out that the skew H1 placement is an artifact of skew nucleosome organization. Together, these findings suggest that skew H1 placement on nucleosome borders is predictive for nucleosome shift during *Drosophila* early embryonic development.

**Fig. 4:**
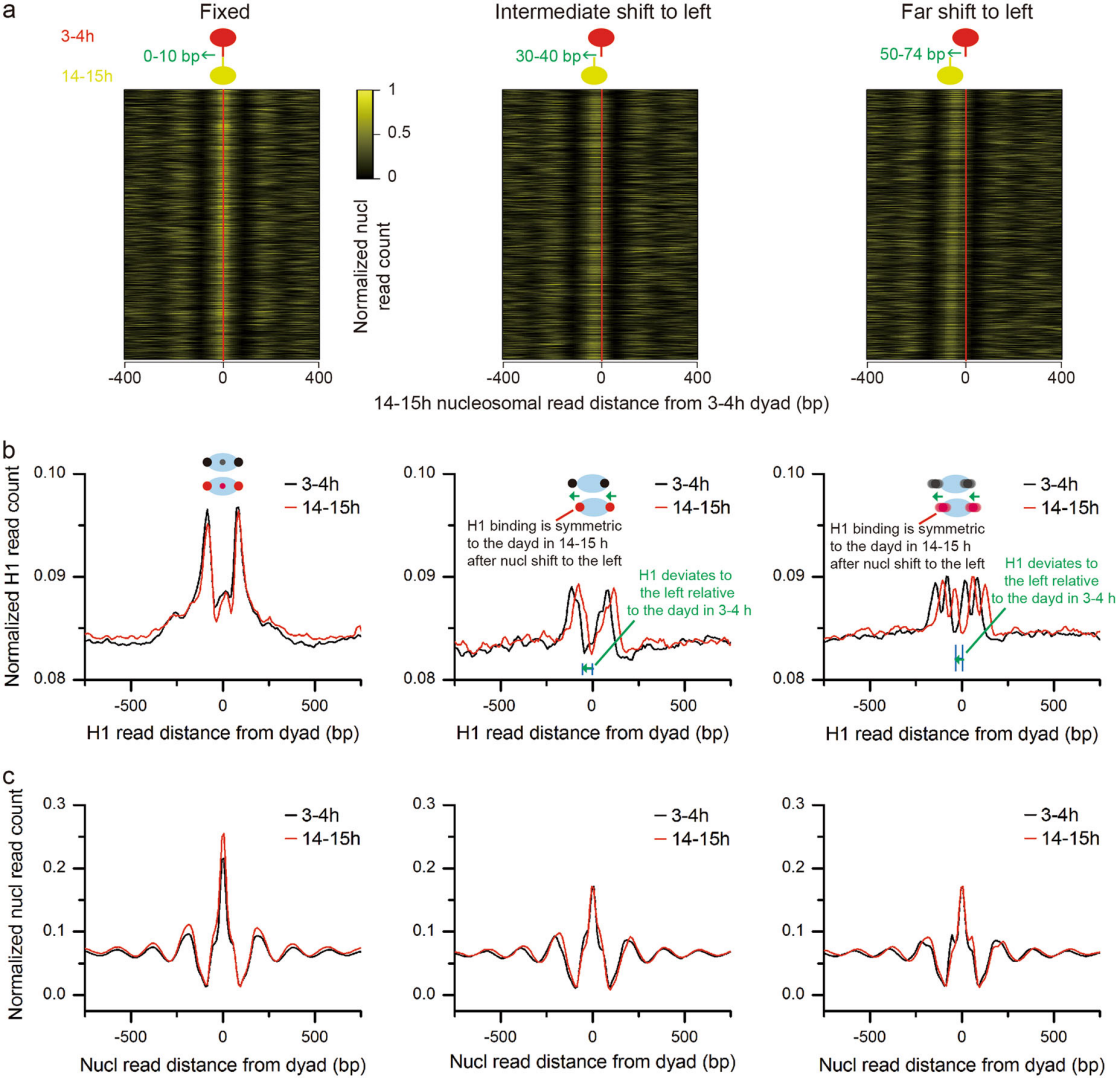
Skew H1 placement on nucleosomes predicts nucleosome shift direction. **a** Heatmaps shows three types of nucleosome dislocation from 3–4 to 14–15 h embryos (AEL): fixed (shift 0–10 bp), intermediate shift to left (30–40 bp), and far shift to left (50–74 bp). Gold indicates normalized nucleosome occupancy at 14–15 h (AEL) that is located relative to the dyad of the corresponding nucleosome at 3–4 h (AEL). **b** The distribution of H1 around the dyad of fixed (left), intermediate-shift-to-left (middle), and far-shift-to-left (right) nucleosomes. **c** Unchanged relationship between the position of adjacent nucleosomes at the two embryonic stages (left: fixed, middle: intermediate-shift-to-left, right: far-shift-to-left)

### Asymmetric H1 placement on nucleosomes in genic body associates with transcription direction and level

The nucleosome arrangement around TSS and in the gene body plays a critical role in regulation of gene transcription^22^. However, the organization of H1 around TSS and in the gene body and its relationship with gene activity remain enigmatic. To get insight into this question, we profiled H1 distribution around TSS grouped by transcription level. The result shows that there is a broad H1-depleted region closely upstream of TSS and predominant H1 occupancy in the gene body (Fig. 5a). The H1-depleted region is wide and deep in the highly active genes, and shrinks as the transcription level decreases. This implies that H1 occupancy around TSS and in the gene body is negatively correlated with gene transcription. Interestingly, a previous study also showed that the genes with H1.2 enrichment in the promoters tended to be repressed in human breast cancer cells^24^.

**Fig. 5:**
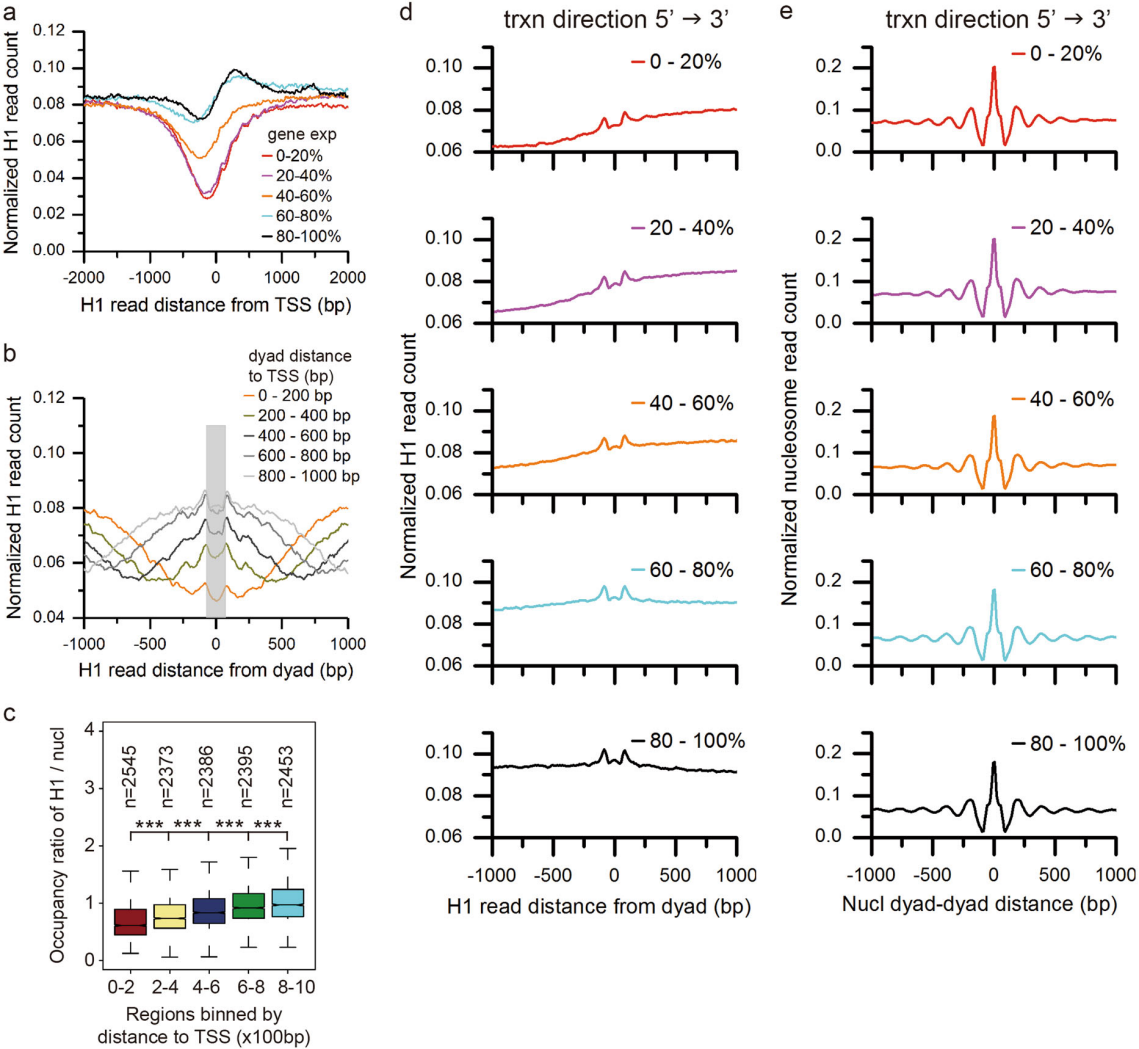
Gene expression-dependent asymmetrical H1 placement on nucleosomes in the genic body. **a** The distribution of H1 around TSS categorized by gene expression levels (top 20%, 20–40%, 40–60%, 60–80%, and 80–100%). **b** The distribution of H1 occupancy on genic nucleosomes grouped by the dyad distance to TSS with top 20% of gene expression levels. The gray bar indicates the nucleosome location. **c** Occupancy ratio of H1 to nucleosome in the regions closer to TSS with top 20% of gene expression levels is significantly lower than the regions farther to TSS (***p < 0.001, two-sided permutation test). **d** The distribution of H1 occupancy on genic nucleosomes between the 5′ and the 3′ end of genes whose length is <3 kb, or within 0–3 kb downstream of TSS of genes whose length is ≥3 kb. The nucleosomes are further classified by gene expression levels (top 20%, 20–40%, 40–60%, 60–80%, and 80–100%). Nucleosomes are orientated from 5′ to 3′ direction according the gene where the nucleosome locates. **e** Relationship between the position of adjacent nucleosomes corresponding to the groups in **d**. The *y* axis shows the normalized nucleosome count with a dyad-to-dyad distance indicated on the *x* axis

To understand how H1 occupancy impacts gene transcription, we profiled H1 occupancy on nucleosomes within the gene body. The H1 locates on the both borders of nucleosomes with its occupancy dependent on the nucleosome distance relative to TSS (Fig. 5b). The closer the nucleosome distance relative to TSS is, the lower H1 occupancy is. The correlation between H1 occupancy and the nucleosome distance to TSS weakens as gene transcription level decreases (Fig. 5b and Supplementary Figure 4a, b). We further normalized H1 occupancy by nucleosome occupancy to remove the interference of nucleosome occupancy. As expected, the occupancy ratio of H1 to nucleosome is also correlated with the distance to TSS. The closer to TSS the nucleosome is, the lower the occupancy ratio of H1 to nucleosome is. This correlation between H1 level and the nucleosome distance to TSS reduces as gene expression levels decrease (Fig. 5c and Supplementary Figure 4c, d).

All the above profiling of H1 placement didn’t take into account transcription orientation. Since H1 occupancy on genic nucleosomes was dependent on the distance to TSS we raised the question whether H1 occupancy on genic nucleosomes was also linked to transcription direction. To address this issue, we assigned the transcription direction of the gene to all the nucleosomes that located in this gene body. Then we calculated the composite distribution of H1 relative to the dyad of genic nucleosomes that were aligned from 5′ to 3′ end. Strikingly, H1 occupancy is asymmetric on the two borders of the nucleosomes within the gene body: lower at the 5′ border than the 3′ border (Fig. 5d). This asymmetrical pattern of H1 occupancy on genic nucleosomes is dependent on the transcription level. The asymmetry is prominent in the highly active genes, diminishes in the intermediately active genes, and vanishes in the lowest active genes. In contrast, nucleosomes are symmetrically organized in a form of array with regular spacing (Fig. 5e). This suggests that transcription level-dependent asymmetrical H1 placement on genic nucleosomes is not resulted from the unusual nucleosome organization. We further collected nucleosomes on genic bodies that were transcribed in one direction. These nucleosomes belong to the unidirectional units. We observed the skew placement of histone H1 on nucleosomes in the unidirectional transcription units (Supplementary Figure 4e). Similarly, we collected nucleosomes on overlapping genic bodies of two genes that were encoded in the plus and the minus strand, respectively. These nucleosomes belong to the bidirectional transcription units. The transcription direction of the gene with higher transcription level is used. There also exists the skew placement of histone H1 on nucleosomes in the bidirectional transcription units (Supplementary Figure 4f). Collectively, the asymmetrical placement of H1 on the genic nucleosomes is positively correlated with gene activity. Possibly, the lower H1 occupancy at the 5′ border of the genic nucleosomes provides a chromatin structure that is more accessible than the 3′ end and is consistent with transcription direction.

## Discussion

In this study, we determined the placement pattern of the linker histone H1 and its impact on nucleosome positioning and gene transcription during early *Drosophila* embryonic development. Our results show that nucleosomes with H1 placement deviating to the left relative to the dyad in 3–4 h AEL embryos shift to the left when embryos develop to 14–15 h AEL. Similarly, nucleosomes with H1 placement deviating to the right relative to the dyad shift to the right when embryos develop to 14–15 h AEL. Additionally, H1 occupancy on the genic nucleosomes is negatively correlated with the nucleosome distance to TSS. This negative correlation reduces as transcription levels decrease. Intriguingly, H1 occupancy is lower at the 5′ border of the genic nucleosomes than the 3′ border. This uneven pattern of H1 occupancy on the genic nucleosomes diminishes as transcription levels decrease. These findings greatly improve our understanding of the impact of histone H1 on nucleosome positioning dynamics and gene activity during early *Drosophila* embryonic development.

The location of the linker histone H1 in the chromatosome has remained controversial. Some studies suggested that the globular domain bound to the DNA located at the dyad and interacted with both linker DNAs^12,25–27^. Some studies showed that the globular domain bound to the DNA located at the dyad but interacted with only one linker DNAs^6,13,15^. Our study clearly demonstrates that H1 tends to position at the border of the nucleosome (Fig. 1a). This finding favors the model that the globular domain interacts with both linker DNAs. Moreover, H1 locates at the border of the nucleosome with a much higher frequency than at the dyad (Fig. 1a). This consists with the previous finding that human H1.4 linker histones bind to the nucleosome off the dyad^14^. However, this is also partially due to the fact that the C-terminal interacts with linker DNA^27–30^. Of note, both H1 and nucleosome position is dynamic. The aforementioned models of H1 binding were based on the structural studies using NMR and cryo-EM that represent the static structures in vitro. For example, the globular domain favors binding to the more rigid linker DNA on the most open chromatin conformations while the flexible linker DNA is selected for binding in a compact chromatin structure^31^. Although our epigenomics study using high-throughput sequencing failed to identify the structural domains and specific residues for the interactions between H1 linker histones and nucleosomal DNA, the results revealed the patterns of in vivo H1 binding within a chromatosome.

We show here that the left-skewed or right-skewed placement of H1 on nucleosomes is predictive for nucleosome shift during early *Drosophila* embryonic development (Fig. 4 and Supplementary Figure 3). Our results agree with the previous finding that H1 binding to the nucleosomal DNA has a strong inhibitory effect on nucleosome mobility^32^. When H1 binding deviates from the left border of the nucleosome, it creates space between H1 and nucleosome core particle. Consequently, nucleosomes shift to the left and H1 binding becomes symmetric to the dyad as *Drosophila* embryos develop next stage (Fig. 4). Similarly, nucleosomes shift to the right when H1 binding deviates from the right border of the nucleosome (Supplementary Figure 3). Thus the impact of H1 binding on nucleosome positioning alters chromatin structure. ATP-dependent chromatin remodeling enzymes are one of the important factors regulating nucleosome positioning. Knockdown of the chromatin remodeling complex Brahma extensively altered nucleosome positioning and led to the arrest of early *Drosophila* embryonic development^33^. Which chromatin remodeling complex, chromatin chaperone, and other factors drive skew binding of H1 in the first place and further interfere with the eventual shifting of the asymmetric H1-bound nucleosomes? More studies are needed to address these questions.

In addition to the structural role in chromatin, H1 also plays an important role in regulation of gene transcription. It has long been thought that H1 was a repressor of transcription. This view consists with the structural role in chromatin that the placement of H1 can inhibit nucleosome mobility and stabilize higher-order chromatin structure^32,34^. Consistently, our study shows that H1 occupancy is lower in highly-expressed genes than the lowly-expressed genes (Fig. 5b, c and Supplementary Figure 4a–d). Thus, the asymmetric distribution of H1 on the two borders of the nucleosome, low at the 5′ border and high the 3′ border, exists in the active genes not repressed genes (Fig. 5d). Of note, H1 appears to be not a repressor of global transcriptional activity in mammals. For example, with the involvement of DNA methylation, both increase and decrease in gene expression were observed in the H1 depleted mouse embryonic stem cells^7^. Deletion of H1 also down-regulated active euchromatic genes located in *Drosophila*^35^. Collectively, dynamics of H1 positioning regulates gene transcription through altering chromatin structure and with the involvement of DNA methylation in some cases.

## Materials and methods

### Embryo collection

Young (<5-day old) and healthy *Drosophila melanogaster* (w^1118^) were cultivated in two cages (45 × 34 × 34 cm, with 20,000–25,000 flies each) in an incubator at 25 °C and 55–60% humidity. Flies were fed on fresh grape juice plates with yeast paste for at least two days. The plates were replaced with new plates at least once a day. Prior to embryo collection, we replaced the plates with new plates. Exactly after one hour, these new plates that contained 0–1 h AEL embryos were removed from the incubator. Let the embryos continue to develop at 25 °C for 3 and 14 additional hours to get 3–4 h and 14–15 h AEL embryos, respectively. Then the embryos were collected from the plates and transferred into the mesh by a soft brush with PBST (137 mM NaCl, 4.3 mM Na_2_HPO_4_, 1.4 mM NaH_2_PO_4_, 0.01% Triton-X-100). Wash embryos with tap water to remove the yeast. Then embryos were immediately transferred into 100 ml beaker and dechorionated with bleach (5% sodium hypochlorite) for 3 min. Next, embryos were rinsed with tap water for 2 min and dried on paper. The embryos were ready for use.

### RNA-seq

Total RNA was extracted from embryos by TRIzol (Invitrogen). Genomic DNAs were removed with Turbo DNA-free kit (Ambion). The RNA sequencing libraries were constructed using standard Illumina libraries prep protocols. Sequencing was conducted on Illumina HiSeq2500 platform using 49-bp single-end protocol.

### MNase-seq and H1 ChIP-seq

The embryos were cross-linked immediately after collection with 1.8% formaldehyde in 3 ml of ChIP-fixed buffer (50 mM HEPES (pH 7.6), 100 mM NaCl, 0.1 mM EDTA, 0.5 mM EGTA) and 9 mL heptane on a shaker at 300 rpm for 15 min. Discard the supernatant after short centrifuge. Add 0.25 mM glycine with PBST to cease the cross-linking reaction. The cross-linked embryos were rinsed by PBST for three times, then were store at −80 °C for future use.

The cross-linked embryos were homogenized using Dounce All-Glass Tissue Grinders (885300-0007, Kimble) with A1 buffer (60 mM KCl, 15 mM NaCl, 4 mM MgCl_2_, 15 mM HEPES (pH 7.6), 0.5% Trition X-100, 0.1% NP-40, 0.5 mM DTT, 1 × EDTA-free protease inhibitor cocktail (PI, 04693132001, Roche)) on ice. The large tissue residuals were filtered by Miracloth (Calbiochem, cat.no. 475855) to get nuclei suspension. The mixture was centrifuged at 3500 rpm at 4 °C for 5 min. Then, the supernatant was discarded. The pellet was washed once with MNase digestion buffer (10 mM Tris-HCl (pH 7.5), 15 mM NaCl, 60 mM KCl, 1 mM CaCl_2_, 0.15 mM spermine, 0.5 mM spermidine, 1 × PI). The mixture was centrifuged at 3500 rpm at 4 °C for 5 min. Nuclei were suspended with 500 μl of 37 °C pre-heated MNase digestion buffer with 45 U MNase (Micrococcal nuclease, Cat.NO. LS004797, Worthington Biochemical Corporation) and incubated at 37 °C for 20 min. Reaction was terminated on ice by adding EDTA to a final concentration of 10 mM for 10 min. Then the mixture was centrifuged at 3500 rpm at 4 °C for 5 min. The pellet was washed with A2 buffer (140 mM NaCl, 15 mM HEPES (pH7.6), 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, 1 × PI). The pellet was resuspended in A2 buffer with 0.1% SDS. The pellet (i.e., nucleosomal DNA) was dissolved through sonication with three cycles of 20 s duration with at least 40 s pauses between cycles at the power setting of 6 (out of 20) on a Misonix sonicators XL-2000. The mixture was centrifuged at 13,000 rpm at 4 °C for 10 min. The pellet was discarded. Nucleosomal DNA was extracted by phenol–chloroform and dissolved in ddH_2_O.

In all, 20–25 μg of cross-linked genomic DNA was sonicated using XL-2000 Misonix sonicator with power output of 7 Watts. It is critical that the average length of the sheared chromatin is about 250 bp, with length ranging from 150–500 bp. The fragmented DNA was immunoprecipitated with anti-H1 antibody (Active Motif, 39575, Reactivity: *Drosophila*). The dose of anti-H1 antibody followed the specifications. ChIP reaction was done as described in the manual of ChIP kit (Cell Signaling 9003). In brief, the mixture containing chromatin, antibody, and ChIP buffer (16.7 mM pH 8.1 Tris-HCl, 167 mM NaCl, 1.2 mM EDTA, 1% Triton X-100, 0.01% SDS) was incubated overnight on a rotator at 4 ˚C. Then 30 μl of ChIP-Grade Protein G Magnetic Beads (Cell Signaling #9006) was added to IP reaction. The mixture was incubated for another 2 h with rotation. Then, beads were washed three times with low salt wash buffer (2 mM EDTA; 20 mM pH 8.1 Tris-HCl, 0.1% SDS, 1% Triton X-100, 150 mM NaCl) and once with high salt wash buffer (2 mM EDTA, 20 mM pH 8.1 Tris-HCl, 0.1% SDS, 1% Triton X-100, 500 mM NaCl). Five minutes for each wash. Removed wash buffer and added 150 μl of 1 × ChIP elution buffer (50 mM pH 8.1 Tris-HCl, 10 mM EDTA, 0.1% SDS) to suspend the beads.

The purified mononucleosomal DNA by MNase digestion and ChIP’ed H1 binding DNA were subjected to massively parallel DNA sequencing on Illumina HiSeq2500 platform using 49-bp single-end protocol.

### RNA-seq data analysis

Sequencing reads were aligned to the *Drosophila* transcripts (FlyBase r5.57) using TopHat (v 1.3.1) with default parameter setting. The uniquely mapped reads were assembled into transcripts guided by reference annotation with Cuffdiff (v 1.3.0)^36^ to calculate gene expression levels that were normalized as Fragment Per Kilobase per Million mapped fragments (FPKM).

### Nucleosome prediction

Sequencing reads were aligned to the *Drosophila* genome (dm3 assembly) using bowtie (v 0.12.7)^37^ allowing maximal two mismatches. The uniquely mapped reads were retained for nucleosome prediction. Each read was moved 73 bp interior to its end to represent nucleosome dyad. The nucleosome prediction tool GeneTrack^38^ was used to call nucleosomes with default parameters. Nucleosome read count were normalized by RPNM (reads per nucleosome per million mapped reads) as the nucleosome occupancy. Analysis was performed on only those 496,992 nucleosomes with RPNM value of 0.1 or higher, although virtually identical patterns (and conclusions) were achieved when all nucleosomes were included. 

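The lowest RPNM was 0.218 in 3–4 h replicate 2, the paper's map, and 0.192 in 3–4 h replicate 1, with reads in called nucleosomes as the total. At 14–15 h the lowest values were 0.198 in replicate 1 and 0.219 in replicate 2. The minimum of 0.1 therefore removed no nucleosome from the deposited maps, and 496992 nucleosomes remained in 3–4 h replicate 2 and 449127 in replicate 1. No nucleosome in the 3–4 h maps had fewer than 7 reads. A stricter minimum of 0.5 left a mean of 439658 nucleosomes, compared with 473059.5 ± 33845.7 (SD, n = 2 maps). The paper does not state why replicate 1 was left out.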

Fuzziness were defined as the standard deviation of the coordinates of all reads defining the same nucleosome as described previously^33^. It measures how spread out a nucleosome position is. Each nucleosome was assigned to promoter, genic or intergenic regions depending on the location of the nucleosome midpoint.

### Definition of NFR, nucleosome array, and orphan nucleosome

Linkers with length >100 bp are defined as NFRs. Three or more continuous nucleosomes with no linkers with length >100 bp form a nucleosome array. Orphan nucleosomes are those that are flanked by an NDR on each side.

### Analysis of nucleosome positioning dynamics

The distance between the midpoints of the two closest nucleosomes from the two developmental stages measures nucleosome positioning dynamics. If the distance is greater than 127 bp, the nucleosome is dissembled or reassembled. If the distance is less than 10 bp, the nucleosome is fixed. 

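With fixed nucleosomes below 10 bp and lost nucleosomes above 127 bp, 127073 nucleosomes (25.57%) were fixed and 39176 (7.88%) were lost from 3–4 h replicate 2 to 14–15 h replicate 1, the paper's maps. Of array nucleosomes 31304 were lost and 353366 remained, and of orphan nucleosomes 3154 were lost and 46060 remained. In the pairs that include the maps not used by the paper, for which it gives no reason, the numbers lost were 30986, 15104 and 18378 and the numbers fixed were 130843, 141947 and 148402. Over the 4 pairs 29.04% were fixed and 5.46% lost. With the bounds included, as in the results, the shares were 31.03% and 5.60%.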

The rest of nucleosomes are shifted.

Nucleosome organization in a region was plotted as heatmap as follows: nucleosome occupancy was z-scored to 0–1 and used as signal density. The dyad represents nucleosome position. Fuzziness represents nucleosome width.

### Profiling H1 placement on nucleosomes

H1 ChIP-seq reads were aligned to *Drosophila* genome as nucleosomal reads as above. H1 reads that overlap a nucleosome are assigned to this nucleosome. These reads were used to calculate occupancy and fuzziness of H1 as nucleosome’s as above.

The composite distribution of H1 around nucleosome dyads was calculated by aggregating H1 read count at each distance relative to the dyad as follows: each read represents an H1. We summed total H1 read counts at each site within ±1 kb of dyads of interest. The H1 occupancy equals to the read count normalized as RPNM. We further binned the H1 occupancy by a 10-bp interval of H1 read distance to the dyad, and smoothed it with 5-bin moving average and 1-bin step size.

The non-directed composite distribution of H1 around the TSS was calculated as H1 distribution around dyads as above.

The directed composite distribution of H1 around TSS differed in that all genic H1 was put in 5′-to-3′ direction before aggregating according to the transcription direction of the genes where H1 locates.

### Data accession numbers

The RNA-seq, MNase-seq and ChIP-seq data sets have been deposited in the Gene Expression Omnibus (GEO) under accession number GSE101330.

## Electronic supplementary material

SupplementalFile

How the deposited data were processed for this re-analysis (not part of the article)

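Nucleosome positions in Drosophila embryos were analysed from 4 MNase-seq maps, replicates 1 and 2 at 3–4 h AEL and replicates 1 and 2 at 14–15 h AEL. H1 ChIP-seq is listed for 2 samples, 1 per stage, but its signal is not in the files analysed here, and neither are expression levels. The authors aligned the reads to dm3, kept uniquely mapped reads, moved each read 73 bp to represent the dyad and called nucleosomes with GeneTrack, and each replicate has a map of its own. The authors deposited for each nucleosome its start, its end, a raw read count and a fuzziness value, the standard deviation in bp of the read coordinates. The counts are not normalized. Reads that were not assigned to a nucleosome are not in the maps, nor is the number of mapped reads. All nucleosomes lie on 6 chromosome arms, 2L, 2R, 3L, 3R, 4 and X.

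From the deposited count, occupancy was computed as RPNM with the reads in called nucleosomes of a map as its total, with a minimum of 0.1 that removed nothing. The dyad was the middle of the 147 bp nucleosome. Linker DNA was the distance between adjacent nucleosome borders, NFRs were linkers longer than 100 bp, arrays were at least 3 continuous nucleosomes without an NFR, and orphan nucleosomes had an NFR on each side. Linker lengths were counted in 1-bp bins and smoothed with an 11-bp moving average, and the second peak was sought from 120 to 180 bp as the largest excess over an exponential decline. Distances between stages were those from each 3–4 h dyad to the nearest 14–15 h dyad, with fixed nucleosomes at 10 bp or less, lost nucleosomes at 127 bp or more, an intermediate shift at 30–40 bp and a far shift at 50–74 bp. Profiles of neighbouring nucleosomes used 10-bp bins to 1000 bp and were smoothed over 5 bins.

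Depth was 32050428 to 45441943 reads in called nucleosomes per map, and the median standard error of the mean read position of a nucleosome lay between 3.98 and 4.60 bp. Binomial intervals of shares are 95% Wilson intervals. Each map was analysed alone and means are over the maps of a stage or over the 4 pairs of a 3–4 h and a 14–15 h map. NFR borders and the occupancy of fixed and lost nucleosomes were compared by two-sided permutation tests with 100000 resamples, which can give no p below 1e-05, with Benjamini-Hochberg adjustment over the 16 tests of NFR borders. Shares within and between stages were compared by an exact permutation test over the 3 splits of the 4 maps into stages of 2, whose smallest p is 0.33. The correlation of occupancy and fuzziness across nucleosomes has no p, since nucleosomes are not independent replicates.

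The example sites were chosen by a rule fixed before the files arrived. They are the 3 nucleosomes with the highest mean RPNM among those whose dyads lie within 10 bp of each other in all 4 maps, and the longest array of each 3–4 h map. No gene was named by its values. The paper's maps were identified as 3–4 h replicate 2, from its nucleosome number, and 14–15 h replicate 1, from the number of lost nucleosomes in Fig. 3a. Both were found after the files were seen, and the means over all maps remained the main values.

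Alternatives were another minimum RPNM, other NFR lengths, a 146 bp nucleosome, other smoothing, the inclusion of bin bounds, medians in place of means, the right border, the bounds of fixed and lost nucleosomes as in the methods, mutual nearest neighbours, the replicate number as a block and leaving out each map. The functions for linkers, arrays, distances, profiles and permutation tests were tested on simulated maps with known answers, and 12 of 12 checks passed. Under no difference, 5.0% of simulated permutation tests fell below 0.05. Those tests drew independent normal values, whereas reads of adjacent nucleosomes are correlated. The simulation therefore checks the function and not the error rate of the tests on the maps. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, numba 0.67.0, scipy 1.17.1 and matplotlib 3.10.9, with random seed 1. Analyses around transcription start sites and by gene expression were left out. The FlyBase annotation that the paper names and its expression values were not among the files analysed here.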

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

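14–15 h replicate 1, taken here as the paper's 14–15 h map, had a wide spread of reads per nucleosome, which the paper does not report. Its coefficient of variation was 0.863, against 0.509 in 14–15 h replicate 2 and 0.583 and 0.657 in 3–4 h replicates 1 and 2. Its nucleosomes had 12 reads at percentile 5 and 242 at percentile 95, compared with 23 and 117 in replicate 2. It was flagged as a signal in values the paper does not analyse. Thinning its reads at random to the total of replicate 2 gave a coefficient of 0.864. By the prediction written before, this value would leave out depth. That prediction was a poor test, which was seen only after the result. Thinning adds sampling noise and is not expected to lower the coefficient. At an equal read total the coefficient still lay above the 0.509 of replicate 2. The number of reads alone therefore does not account for that gap. Nucleosomes were not called again from the thinned reads, so an effect of depth on calling remains open. The 1% of nucleosomes with most reads held 3.89% of the reads, which leaves out a few nucleosomes taking most of them. Log2 reads of nucleosomes 50 calls apart correlated with 0.064, within the range of the other maps, so differences at that scale are not seen. Whole chromosomes did set this map apart. Mean reads per nucleosome on chromosome 4, over those on 2L, 2R, 3L and 3R, had a ratio of 0.502. It was 0.849 and 0.903 in 3–4 h replicates 1 and 2 and 0.820 in 14–15 h replicate 2. The X ratio was 0.793, against 0.724, 0.728 and 0.725 in these maps. Differences between large regions therefore remain open. The predictions for a few nucleosomes and for large regions were written before the results. The prediction for developmental stage was written only after the spread was known, and 0.509 in the other 14–15 h map lies below both 3–4 h maps, so stage alone does not account for it. Digestion, library preparation and GC content were not tested, since the files hold no values for them. The pattern is left without an explanation, and it bears on comparisons that use this map's occupancy.

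Nucleosomes on the X chromosome held fewer reads than those on 2L, 2R, 3L and 3R. The ratio of mean reads per nucleosome averaged 0.743 ± 0.034 (SD, n = 4 maps), with 0.724, 0.728, 0.793 and 0.725 in 3–4 h replicates 1 and 2 and 14–15 h replicates 1 and 2. The paper does not report chromosomes, which is why it was flagged. A candidate explanation is X chromosome copy number in embryos of both sexes, which would place the ratio between 0.7 and 0.8. By mean reads per nucleosome all 4 maps lay in that range, the farthest from its middle at 0.793. By reads per kb, 3–4 h replicate 1 lay below the range at 0.689. The other maps lay in it, at 0.701 in 3–4 h replicate 2 and 0.751 and 0.706 in 14–15 h replicates 1 and 2. By median reads per nucleosome all 4 maps lay in the range, from 0.701 to 0.784. The predicted range was written after the ratio had been seen, so copy number remains a hypothesis. GC content and mappability of the X chromosome were not tested, because no genome was used here, and they cannot be told apart from copy number here.

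Nucleosomes classed as shifted between the stages were often displaced to the same side in the other 3–4 h map. Their nearest dyad there lay over 10 bp away on the same side for 39.5% ± 1.2 of them (SD, n = 16 group and pair combinations). It lay on the opposite side for 21.9% and within 10 bp for 29.8%. The combinations share maps, so this SD is not a spread between independent samples. The pattern was flagged because the paper does not compare replicates. If position error in the 3–4 h map were the cause, over 50% were predicted on the same side, and under 35% if not. The prediction was written before the result, and 39.5% lies between the limits, so shifts between the stages cannot be told apart from position error in the 3–4 h map. Pairing of unrelated positions was tested by displacing the 14–15 h map by 10 kb. The share of far-shifted nucleosomes was 0.702 times that of the displaced map. By the prediction written before, that ratio would leave out unrelated positions. It is not taken to decide, a judgement made after the result was seen, because 31.03% of nucleosomes were fixed against 8.84% in the displaced map, which lowers the other classes. Among nucleosomes that were not fixed, 21.48% ± 1.13 were far-shifted, against 23.12% ± 1.02 in the displaced map (SD, n = 4 pairs). The ratio was 0.929, from 0.92 to 0.937 over the pairs, within the factor of 1.2 predicted for unrelated positions. This prediction was written only after the result was seen. Among all nucleosomes the lost share was 5.6%, against 11.96% in the displaced map. Its ratio of 0.468 is lower than the 0.702 of the far-shifted class. The lost class was not compared among nucleosomes that were not fixed. Position error and pairing of unrelated positions both remain, and the pattern is not called biological.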

How the results depend on the processing

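The choices and alternatives for each result were fixed before the processed files arrived, except the settings named here as added after seeing the data. Of 39 results, recomputed in 340 rows of alternatives, 19 stayed within the limits set for a change under every alternative, among them the occupancy difference at NFR borders and that between fixed and lost nucleosomes. The limits were the same direction and side of a test, 1 SD between replicates for a value without a test, and a factor of 1.5 for a count. Values within 1 SD still differed: the linker length peak of 24 bp ran from 19 to 29 bp and the position taken for a second linker peak, 160 bp, from 146 to 174 bp. The rule for the second peak returns a position for any curve, so its place among these results does not show a peak. For a mean of 2 maps, leaving out 1 map cannot move the value by more than 1 SD, so those rows are no evidence of stability. Settings that keep all nucleosomes or only the major chromosome arms are the same as the main setting in these maps, because nothing lies below the minimum or on other sequences. Mutual nearest neighbours cannot change the fixed and lost classes, and neither is counted as evidence.

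With RPNM of 0.5 or higher, the share with fuzziness 30–45 rose from 83.74% to 86.30%. In 3–4 h replicate 2, fuzziness ran from 25.86 to 46.38 between percentiles 5 and 95 at 0.8–1.2 RPNM and from 28.39 to 43.53 at 1.6–2.0 RPNM, so removing nucleosomes with few reads may account for this. The same minimum raised the lost share from 5.60% to 10.04% and reversed the comparison of replicates and stages, with the lost share 0.93 percentage points higher within than between stages. Removing weak nucleosomes from the target map leaves neighbours unmatched, which could produce that rise. Leaving out each map gave lost shares from 3.647% to 7.545%, and the comparison also reversed without 3–4 h replicate 1 and without 14–15 h replicate 1. The lost share therefore rests on which maps are used.

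NFRs above 150 bp numbered 90507 against 157056 above 100 bp. Keeping 3–4 h nucleosomes within 20 bp of a dyad of the other 3–4 h map raised the fixed share from 31.03% to 40.00%, since this removes positions that the replicates do not share. Spearman's rho between occupancy and fuzziness was 0.0171 and changed sign without replicate 1, with a range from -0.0106 to 0.0447 over the fits that each left out 1 replicate. It is too small to have a settled sign at 2 maps.

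Settings added after seeing the data were a total of 43400000 reads in RPNM for replicate 2, which gave 54.45% of nucleosomes at 0.8–2.0 RPNM, a minimum NFR length of 193 bp in replicate 2, which gave 38329 NFRs and 31996 arrays, and the pair of maps identified from Fig. 3a. With the replicate number as a block, 31.51% of nucleosomes were fixed and 5.43% lost. In rows that answer no comparison, 23 moved and 224 did not. TSS profiles were listed as a result with an alternative and were not run, because no annotation was among the files analysed here. Depth limits positions to a median standard error of 3.98 to 4.60 bp, which covers the sampling of reads only and takes reads as independent. The limit of 10 bp for fixed nucleosomes is a little over 2 such errors of a single position. It is applied to the distance between positions in different maps. Replicate maps of a stage differed by more than this error, with a median distance of 16 to 25 bp.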

Differences from the paper's values

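The share of nucleosomes with an occupancy of 0.8–1.2 RPNM was 8.99% over the 3–4 h maps, against the paper's 17.9%. A gap counts as closed here when a value lies within a factor of 1.5 of the paper's. None of the alternatives set before the files arrived closed the gap. The share at 1.2–1.6 RPNM was 11.99%, against the paper's 19.1%. A minimum RPNM of 0.5 (12.91%) and leaving out replicate 1 (13.19%) brought it within that factor, still below the paper's value. Leaving out replicate 2 or including the upper bound of each bin did not. With a total of 43400000 reads in RPNM for replicate 2, chosen after seeing the values, the shares were 17.90% and 19.14%, within the factor for both.

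The lowest fuzziness was 0, against the paper's 5, and no alternative closed the gap.

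NFRs numbered 157056, against the paper's 38938. None of the alternatives set before the files arrived closed the gap, including NFRs above 150 bp with 90507. A minimum of 193 bp in replicate 2, chosen after seeing the values, gave 38329 NFRs, and with it 31996 arrays against the paper's 71053.

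Fixed nucleosomes numbered 146442.75 over the 4 pairs, against about 15000 in Fig. 3a of the paper, read by eye. None of the alternatives closed the gap, and the pair of maps identified from Fig. 3a, chosen after seeing the values, gave 135939 with the bounds included and 127073 without them.

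Lost nucleosomes in arrays numbered 20944 over the 4 pairs, against about 32000 in Fig. 3b of the paper, read by eye. Without 3–4 h replicate 1 (23952.5) and without 14–15 h replicate 2 (27741) the number came within the factor of 1.5. Both values stayed below the paper's. The number stayed outside the factor without 3–4 h replicate 2, without 14–15 h replicate 1 or with the replicate number as a block (19755.5). The pair of 3–4 h replicate 2 and 14–15 h replicate 1, chosen after seeing the values, gave 31938 with the bounds included and 31304 without them. For all lost nucleosomes this pair, chosen after seeing the values, gave 40000 and 39176, against an n of about 39000 in Fig. 3a of the paper, read by eye and rounded to 2 digits.

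The paper describes a separate small maximum of linker length near the longer linkers. Between 120 and 180 bp the smoothed counts had local maxima in 3 of 4 maps, among them 143 bp in 3–4 h replicate 2 and 140 bp in 3–4 h replicate 1. These rose by 2.6 and 7.5 linkers per bp, with Poisson SDs of 4.6 and 7.4, so they cannot be told apart from counting noise. With a 21-bp moving average no map had one. The excess over an exponential decline was 1.293 times in 3–4 h replicate 2 and 1.157 times in 3–4 h replicate 1. The paper also describes nucleosome occupancy at the left border as lower in each of the 4 longest NFR groups than in the shortest. The fourth group differed from the shortest by 0.0017 RPNM in 3–4 h replicate 2 (permutation p = 0.91), and in replicate 1 by -0.166 RPNM. It covers 166 to 183 bp in replicate 2 and 205 to 244 bp in replicate 1. The groups divide 152041 NFRs in replicate 2, against 38938 in the paper. The fourth group here need not be that of the paper, so this comparison cannot decide. The paper further describes an unchanged, regular arrangement of neighbours around shifted nucleosomes. In its maps as identified here, the intermediate left group had neighbours at 200 and 180 bp at 3–4 h. At 14–15 h they lay at 180 and 200 bp.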

Other observations

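Nucleosome occupancy at 3–4 h was higher in nucleosomes that were fixed than in those that were lost. The difference was 0.770 RPNM from 3–4 h replicate 1 to 14–15 h replicate 1 and 0.812 RPNM from replicate 2 to replicate 2, each with p = 1e-05 in a permutation test, the smallest that 100000 resamples can give. Fixed and lost nucleosomes averaged 2.440 and 1.671 RPNM in replicate 1 (n = 139904 and 31622) and 2.175 and 1.363 RPNM in replicate 2 (n = 158356 and 19016). The direction was the same in 2 of 2 pairs. Nucleosomes within a map are not independent, so these p do not measure the spread between maps. From 3–4 h replicate 2 to 14–15 h replicate 1, the paper's maps, fixed and lost nucleosomes averaged 2.284 and 1.375 RPNM, which was not tested. The paper makes this comparison for H1 occupancy and not for nucleosome occupancy. Occupancy was also higher in fixed than in lost nucleosomes between replicates of a stage, in differences that were not tested. Nucleosomes lost from 3–4 h replicate 1 to replicate 2 averaged 1.623 RPNM and fixed ones 2.421 RPNM. In the opposite direction these were 0.937 and 2.325 RPNM. At 14–15 h they were 1.196 and 2.679 RPNM from replicate 1 to replicate 2, and 1.403 and 2.182 RPNM in reverse. The difference is therefore not specific to a change of stage. No biological explanation was tested.

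As many nucleosomes were lost between replicate maps of a stage as between the stages, 7.74% and 7.92% over both directions. The number of nucleosomes called per map was tested as a candidate explanation, on the difference between the directions of a pair. From 3–4 h replicate 2 to replicate 1, 13.07% were lost, and 4.36% in the opposite direction. When each map kept only its 449127 nucleosomes with most reads, these shares were 8.29% and 7.72%, a ratio of 1.074. The prediction, written before, was a ratio of at most 1.2, so the number of calls may account for the difference between the directions. That ratio does not compare losses within and between the stages. At 449127 nucleosomes per map, lost shares ran from 7.72% to 11% within the stages and from 6.82% to 11.13% between them. The pattern thus remained at equal numbers, which argues against the number of calls as its explanation. Regions without any call in a map were also tested, by a prediction written before. Only 3.9% of the nucleosomes lost from 3–4 h replicate 2 to replicate 1 lay in gaps of replicate 1 over 1 kb, fewer than the 50% predicted. Replicate 1 held 1820 NFRs longer than 1000 bp, against 64951 lost nucleosomes, so a low share was likely in advance. The value shows only that gaps of this length hold few of the lost nucleosomes. Shorter gaps were not tested. A change with stage beyond the replicate error was not detectable in the lost share, and the 3 splits of the 4 maps could not give a p below 0.33.

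The occupancy shares of 3–4 h replicate 2 came closest to those of the paper with 43400000 reads as the total in RPNM, against 32050428 reads in called nucleosomes. The largest difference over the 3 shares was then 0.04 percentage points. A denominator larger than the reads in called nucleosomes, such as all mapped reads, may therefore account for the difference, by a prediction written only after the shares had been seen. The number of mapped reads is not in the files analysed here, so this was not checked directly. A longer minimum NFR length was tested for the number of NFRs by a prediction written before. The length of 193 bp that first brings the number of NFRs down to that of the paper left 31996 arrays, not within 5% of the paper's 71053, so a longer minimum alone does not account for both numbers.

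Dyads lay within 10 bp of each other in all 4 maps for 37085 nucleosomes, 7.46% of those in 3–4 h replicate 2. The 3 with the highest mean occupancy all lie on the X chromosome of dm3. Their positions in 3–4 h replicate 2 are 13940026 to 13940172, 21803167 to 21803313 and 21802493 to 21802639. Their mean occupancy over the maps was 66.23 ± 7.05, 61.93 ± 8.92 and 59.32 ± 10.45 RPNM (SD, n = 4 maps), against a median of 1.93 RPNM in 3–4 h replicate 2. Genes there are not named, because no annotation of dm3 was among the files analysed here. Reads shared between repeated sequences were not tested.

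Among orphan nucleosomes, the share lost from 3–4 h replicate 2 to 14–15 h replicate 1 rose from 4.97% with both linkers totalling 200 to 300 bp to 25% with 900 to 1000 bp, where only 88 nucleosomes were left. From 3–4 h replicate 1 to 14–15 h replicate 2 it rose from 1.62% to 3.29%. These values carry no test.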
